# Leptin haploinsufficiency exerts sex-dependent partial protection in SOD1^G93A^ mice by reducing inflammatory pathways in the adipose tissue

**DOI:** 10.1038/s41598-024-52439-z

**Published:** 2024-02-01

**Authors:** Luis C. Fernández-Beltrán, Zeinab Ali, Angélica Larrad-Sanz, Juan I. Lopez-Carbonero, Juan M. Godoy-Corchuelo, Irene Jimenez-Coca, Irene Garcia-Toledo, Liz Bentley, Ulises Gomez-Pinedo, Jordi A. Matias-Guiu, Maria Jose Gil-Moreno, Jorge Matias-Guiu, Silvia Corrochano

**Keywords:** Neurodegenerative diseases, Spinal cord diseases

## Abstract

Amyotrophic lateral sclerosis (ALS) is a fatal neurodegenerative disorder characterized by significant metabolic disruptions, including weight loss and hypermetabolism in both patients and animal models. Leptin, an adipose-derived hormone, displays altered levels in ALS. Genetically reducing leptin levels (Lepob/+) to maintain body weight improved motor performance and extended survival in female SOD1G93A mice, although the exact molecular mechanisms behind these effects remain elusive. Here, we corroborated the sexual dimorphism in circulating leptin levels in ALS patients and in SOD1G93A mice. We reproduced a previous strategy to generate a genetically deficient leptin SOD1G93A mice (SOD1G93ALepob/+) and studied the transcriptomic profile in the subcutaneous adipose tissue and the spinal cord. We found that leptin deficiency reduced the inflammation pathways activated by the SOD1G93A mutation in the adipose tissue, but not in the spinal cord. These findings emphasize the importance of considering sex-specific approaches in metabolic therapies and highlight the role of leptin in the systemic modulation of ALS by regulating immune responses outside the central nervous system.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a fatal motor neuron disease that is characterized by the progressive loss of the upper and lower motor neurons (MNs) at the spinal or bulbar level^1^, leading to muscle atrophy and weakness^2^. ALS usually has a rapid fatal prognosis with no cure, and current pharmacological treatments have limited efficacy^3^. In particular, for patients carrying SOD1 mutations, the current treatment with the antisense oligonucleotide Tofersen is currently being tested in phase 3 clinical trial (NCT04856982). Since ALS is a multifactorial disorder, it is necessary to understand and tackle other disease modifiers and metabolic parameters that influence the clinical course of ALS, so we could apply combinational therapies that might improve the treatment of the patients.

ALS patients typically have a normal or low body mass index (BMI), and lose weight as the disease progresses, which in turn negatively affects the disease prognosis^4^. A low BMI is a risk factor for ALS^5^ and a decrease in BMI after the onset of motor symptoms significantly reduces survival^6^. On the other hand, a higher BMI at diagnosis is associated with a slower disease progression and delayed mortality^7,8^. As a consequence, there are several strategies focusing on increasing the weight of the patients, with some beneficial effects on the fast progressing patients^9^, although longer times and combinations are being conducted to increase those benefits. The causes of weight loss in ALS patients are multifactorial, including reduced food intake due to problems for swallowing (dysphagia), loss of muscle mass (muscle atrophy) and hypermetabolism^10^. Hypermetabolism denotes increased resting energy expenditure (REE) and the origin of hypermetabolism in ALS patients is not clear. Hypermetabolism is observed in half of ALS patients and it is associated with a worse prognosis, faster functional decline and reduced survival^11^. The REE is partly dependent on the body composition and can be centrally regulated in the hypothalamus. Altered hypothalamus regulatory pathways have been described in ALS patients^12^. The hypothalamus regulates body energy balance, food consumption and satiety with complex pathways and hormones such as leptin.

Leptin is an adipocyte-derived hormone that is mainly secreted by the white adipose tissue (WAT), and levels are positively correlated with the amount of body fat^13^. Leptin is an anorexigenic hormone, affecting the hypothalamic pathways that reduce the food intake and increase the energy expenditure. Circulating leptin level serves as a gauge for energy reserves and directs the central nervous system to adjust food intake and energy expenditure. It mediates its actions by binding to leptin receptors (LepRs), which are expressed in the brain and peripheral tissues^14^. Mice that are null for the leptin gene (*Lep*^*ob/ob*^) and humans with congenital leptin deficiency are hypometabolic, hyperphagic, morbidly obese and insulin resistant^15^. Leptin administration in these mice and patients improves hyperglycemia and hyperinsulinemia^16^. Numerous epidemiological studies have implicated leptin in ALS; however, our understanding of the underlying biological mechanisms of the leptin role in the pathogenesis of ALS is limited^17–19^.

Given that leptin is produced mainly in the adipose tissue and, in many advanced ALS cases, the adipose tissue progressively decreases in ALS patients, it was expected that leptin levels in ALS patients would be proportionally lower. Surprisingly, there are variable and conflicting results in clinical leptin measurements. One study reported an increase in leptin levels in ALS patients^20^, two studies showed no significant changes^19,21^ and another two revealed a decrease^18,22^. It has been only recently that some studies (only two out of these five) stratified the levels of circulating leptin by sex, evidencing sexual dimorphism. One of these two recent studies showed that women with ALS had significantly higher leptin levels than controls and men with ALS^21^. The other recent study previously reported a general decrease in circulating leptin levels in ALS, but after stratifying by sex, the decrease was only significant in men with ALS^22^. Thus, the lack of patient stratification (by sex, disease stage or genetics) in most studies and clinical trials may explain the great variability in the different measurements and results in leptin concentration in ALS patients. Leptin levels have also been studied in different animal models of ALS. In the well characterized SOD1^G93A^ ALS mouse model, decreased adipose tissue associated with lower circulating leptin levels were found^23^. But again as in the patients, once the data was stratified by sex, another study reported that this decrease was only significant in male mice^24^.

Those observations have led to the use of leptin in pre-clinical studies as potential disease modifier, both increasing and reducing the levels of leptin. Leptin administration in male TDP-43 A315T mice caused a longer disease duration (due to earlier disease onset) and mild improvements in motor performance^25^, although no extension of survival was observed. In contrast, reducing the levels of leptin in the female SOD1^G93A^ mice, had an effect in the whole-body metabolism (by increasing body weight and fat mass), which was accompanied by improvements in motor symptoms, motor neuron counts and extended survival^24^. While we know that reducing leptin levels in females can maintain the body weight, which is beneficial for the disease prognosis, its exact molecular mechanisms and roles outside the hypothalamus remain unknown.

Here we aimed first to disentangle the association of the levels of circulating leptin in men and women ALS patients and presymptomatic SOD1^G93A^ mice. Second, we aimed to determine the mechanism by which lowering leptin systemically has beneficial effects on SOD1^G93A^ female mice. We generated genetically deficient leptin SOD1^G93A^ mice and studied the transcriptome in the subcutaneous fat depots and in the spinal cord, in order to identify the molecular pathways that might be acting upon the beneficial effects in the disease of the female mice.

## Results

### Sexual dimorphism in serum leptin levels in ALS patients and SOD1^G93A^ mouse model

Circulating levels of leptin in ALS patients have been somehow controversial, but there are studies that point out that the huge variation found might be partly due to the sex differences in ALS patients^22^. In order to elucidate whether leptin levels in ALS are associated with sex, we analyzed the serum of ALS patients and age-sex-matching healthy controls. As previously reported^22^, the levels of leptin differ between men and women in ALS (Fig. 1A) with lower levels of leptin in the blood of men ALS patients and no significant alterations in the women suffering ALS (Fig. 1C). Thus, it supported the idea that the treatment strategy of lowering the levels of leptin in ALS could work in the women but not in the men. Coincidently, previous studies measuring circulating levels of leptin found sexual dimorphism in SOD1^G93A^ mice, with normal levels of leptin in females and much lower levels in males compared to wild-type littermates, at early (90 days, P90) and late (120 days, P120) disease stages^24^. To corroborate this finding, we measured circulating leptin levels by enzyme-linked immunosorbent assay (ELISA) in the blood of females at P90. Female SOD1^G93A^ mice had double the levels of leptin than their wild-type (Fig. 1E).

**Figure 1:**
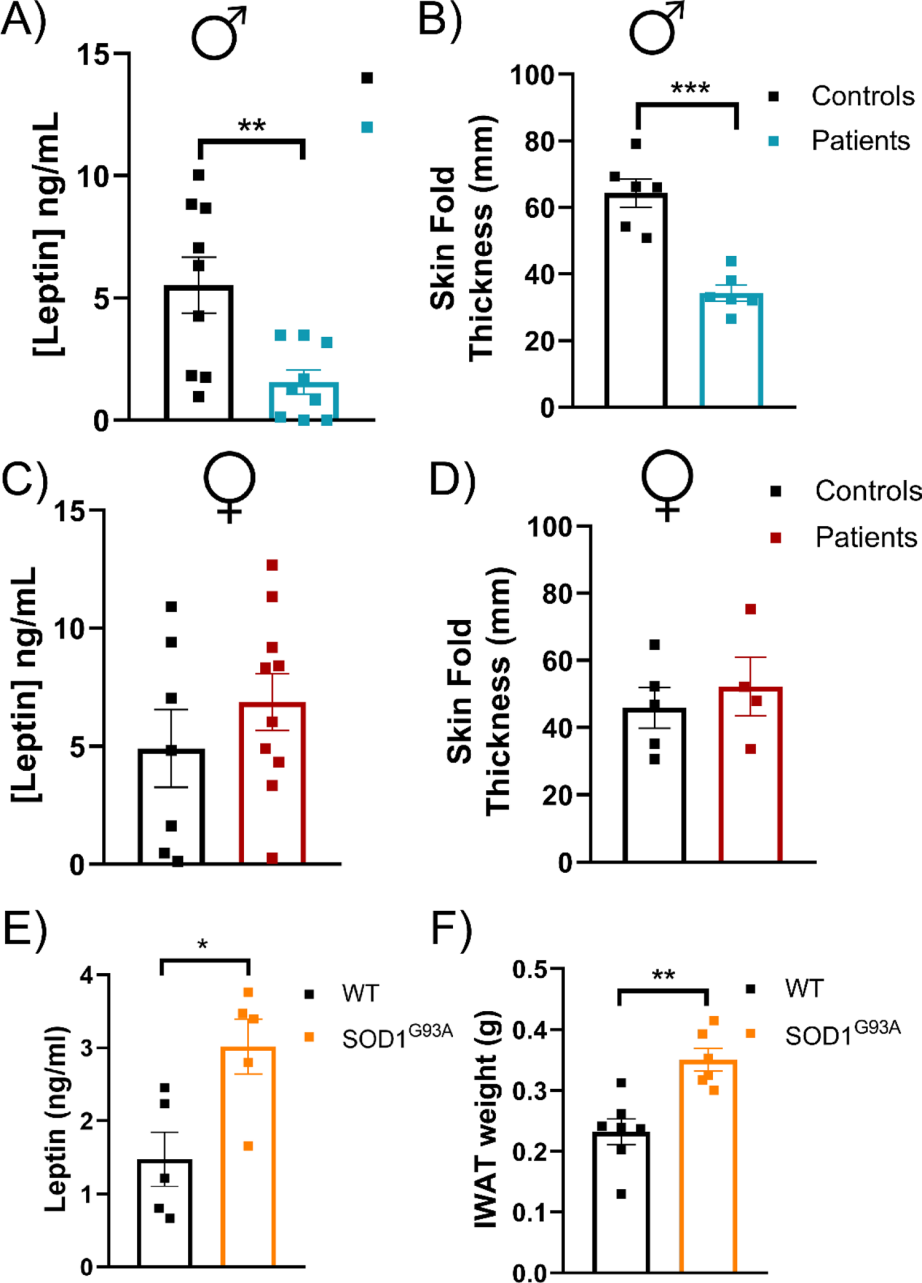
Circulating levels of leptin and subcutaneous fat in ALS and SOD1^G93A^ female mice. Serum leptin concentrations from men (**A**) and women (**C**) controls and ALS patients. Men: controls (n = 9), patients (n = 9). Women: controls (n = 7), patients (n = 10). (**B**, **D**) Indirect estimation of subcutaneous fat using the skinfold thickness (mm) in healthy controls and ALS patients. (**E**) Plasma leptin concentrations from female p90 mice. Females: WT (n = 5), SOD1^G93A^ (n = 5). (**F**) Dissected iWAT weights from female mice at P90 (n = 5). Data is shown as the mean ± SEM and analyzed using the unpaired t-test. *p < 0.05. **p < 0.01.

Since leptin is mainly produced in the subcutaneous white adipose tissue, the circulating levels are normally proportional to the amount of subcutaneous fat depots. We checked whether the levels of leptin in blood were also correlated with these fat depots in ALS patients, and in SOD1^G93A^ mice, despite weighing less than their controls. We used the skinfold thickness measurement as a noninvasive method of body fat estimation in ALS patients. Men suffering from ALS had less amount of subcutaneous fat tissue and this reduction was not similarly observed in women with ALS. As expected, leptin levels correlated with changes in subcutaneous fat tissue (Fig. 1B,D). Inguinal white adipose depots (iWAT) from SOD1^G93A^ and WT littermate female mice at 90 days of age were dissected and weighed (Fig. 1F). Despite of having more body weight, the iWAT depot of SOD1^G93A^ female mice weighed more than those of their control WT littermates, which correlated with the higher levels of leptin in the blood, even when corrected by body weight (data not shown). These results showed that the reduction in body weight, at least in the first stages of disease in the female SOD1^G93A^ mice, was not totally due to a major loss of adipose tissue, which explained the higher levels of circulating leptin in females SOD1^G93A^ mice.

### Leptin haploinsufficiency restores normal levels of circulating leptin and maintains the weight in SOD1^G93A^ females mice

A genetic strategy to lower leptin levels has been previously used in SOD1^G93A^ mice, aiming at ameliorating the disease burden and progression by reducing the systemic hypermetabolism and preserving the body weight^24^. They found that lowering the systemic levels of leptin had beneficial effects in females but not in males SOD1^G93A^. Thus, we aimed to identify the pathways that might be operating to exert beneficial effects on the disease of SOD1^G93A^–*Lep*^*ob*/+^ females, as they could be interesting therapeutic targets. We selected two tissues in which studying those potential pathways: (i) the lumbar spinal cord, to evaluate the direct effect of the leptin haploinsufficiency on the main primary affected tissue in the SOD1^G93A^ mice, and (ii) in the iWAT, as the main producer and receptor tissue of leptin in the body responding to systemic metabolism.

We replicated the previously published strategy^24^ and generated SOD1^G93A^ female mice with leptin haploinsufficiency (SOD1^G93A^–*Lep*^*ob/*+^), by crossing female *Lep*^*ob/*+^ with males SOD1^G93A^ (Fig. 2A). We first validated the effectiveness of the leptin-haploinsufficiency background in our mice by measuring serum leptin levels in the four different groups of the study, all females at 90 days of age (P90), before the onset of weight loss. As expected, the amount of leptin in blood was given by their genetics, with reduced levels in the *Lep*^*ob/*+^ mice compared to their *Lep*^+*/*+^ littermates (Fig. 2B). We next weighed the dissected subcutaneous iWAT depots in these mice and found that the iWAT depots were not very different between the groups (Fig. 2C), although there were some reductions in the double mutant compared to the SOD1^G93A^ mice. These results suggest that reducing the circulating levels of leptin had the expected effect in wild-type mice, increasing the fat depots, but the effect seems less evident in the fat depots of SOD1^G93A^–*Lep*^*ob/*+^ mice. Next, we measured the effect of leptin deficiency in the body weight of the mice along the disease progression. The deficiency of leptin seems to maintain the weight of the SOD1^G93A^ female mice, similar to those of the wild-type littermates, especially at early stages of the progression of the disease (Fig. 2D). In addition, one of the possible criteria to define the onset of disease in this mouse model is the time at which peak body weight is reached. Using this parameter, we observed a significant delay at the onset in SOD1^G93A^–*Lep*^*ob/*+^ female mice (Fig 2E). These results evidenced that the iWAT depot weights in the SOD1^G93A^ female mice were not proportional to their body weights, supporting previously reported alterations in the fat tissues of ALS patients, and how the observed weight loss at early disease stages are not necessarily explained by a reduction in the fat tissue in the body^4^.

**Figure 2:**
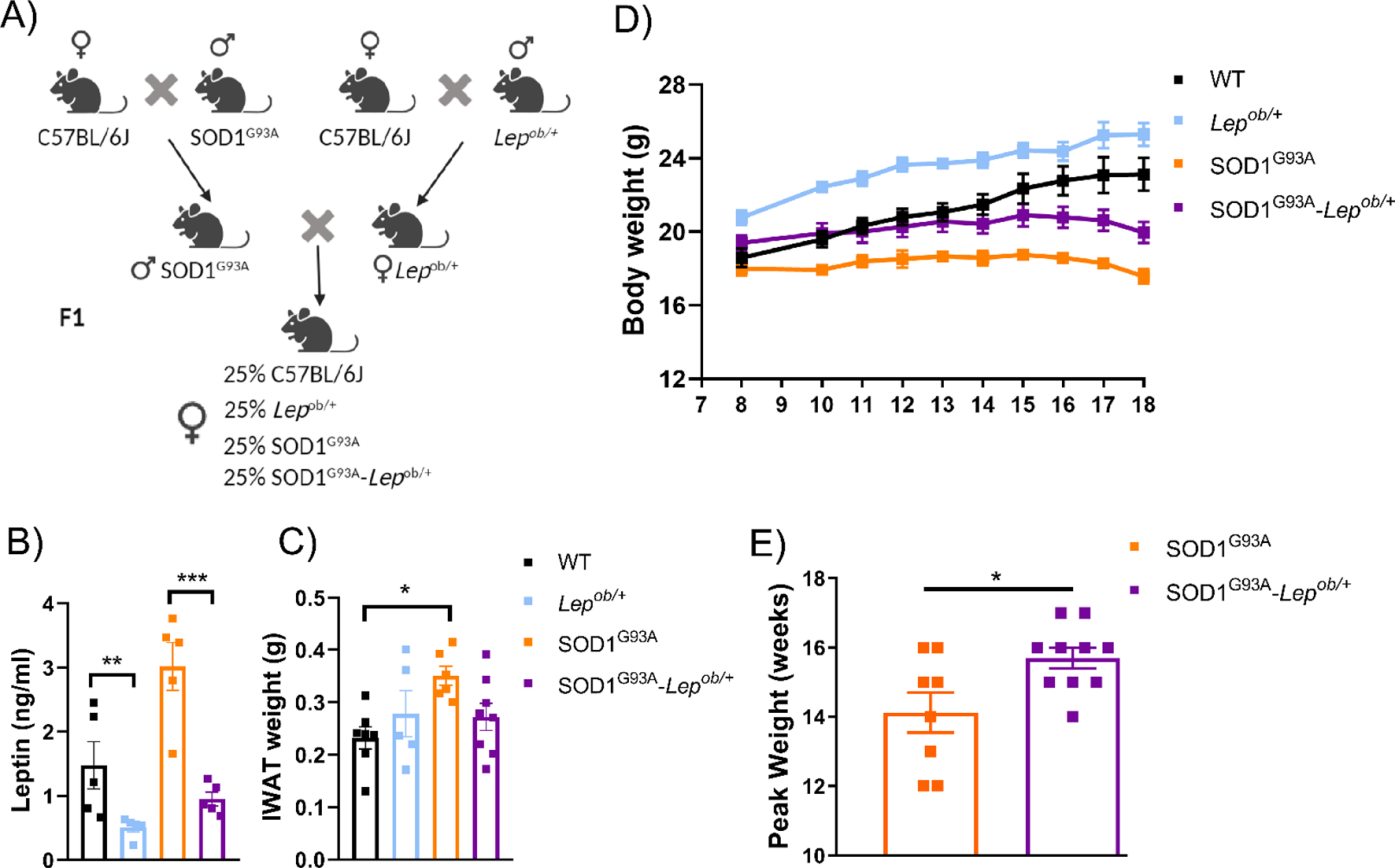
Breeding strategy to generate leptin-deficient mutant SOD1^G93A^ female mice. (**A**) SOD1^G93A^ mice with leptin haploinsufficiency (SOD1^G93A^–*Lep*^*ob/*+^) were generated by crossing female *Lep*^*ob/*+^ with males SOD1^G93A^. Ratios of females born from the F1 intercrossed breeding. The four genotypes are produced in normal ratios. (**B**) Plasma leptin concentrations from female P90 mice (n = 5). (**C**) Weight of the dissected subcutaneous iWAT depots in female P90 mice (n = 7 WT, n = 5 *Lep*^*ob/*+^, n = 6 SOD1 ^G93A^ and n = 8 SOD1^G93A^–*Lep*^*ob/*+^). (**D**) Weekly body weight measurements from 8-weeks old onwards in female mice (**E**) Onset of pathology defined as “age at peak of body weight”, in weeks, in female mice (n = 8 SOD1 ^G93A^, and n = 10 SOD1^G93A^–*Lep*^*ob/*+^). Data is shown as the mean ± SEM and analyzed using the unpaired *t-*test.

### Leptin deficiency had a major impact in the iWAT transcriptome in SOD1^G93A^ mice

The iWAT regulation looked altered in SOD1^G93A^ female mice, and the leptin deficiency seemed to be able to preserve or maintain their body and iWAT weights. Thus, we aimed to identify the genes and pathways that are operating in the iWAT and spinal cord of the SOD1^G93A^ in comparison to the SOD1^G93A^–*Lep*^*ob/*+^ mice, in order to understand both the pathological mechanism and how those might change by the leptin deficiency on each tissue.

First, we run a transcriptomic analysis of the iWAT of the four groups of interest female mice (n = 4) at early symptomatic disease stages (P90) in order to identified differentially expressed genes (DEGs) with a false discovery rate (FDR) < 0.05. 

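RNA from inguinal white adipose tissue (iWAT), the subcutaneous fat pad of the groin, was measured in 16 mice aged 90 days, 4 of each of the 4 genotypes. WT mice carried neither mutation, Lepob/+ mice carried 1 copy of the ob allele of Lep, SOD1G93A mice carried a human SOD1 transgene, and SOD1G93A-Lepob/+ mice carried both. The paper describes TruSeq Stranded mRNA libraries sequenced as pairs of 100 bp reads, while the sample labels name a NEBNext Ultra kit. The authors trimmed the reads with fastp, aligned them to the mouse genome with HISAT2 and counted uniquely mapped reads per gene with featureCounts. The deposited values are raw counts, 1 column per library. Total counts, in mega counts (M), ran from 37.2 to 43.8 M in WT (median 39.5 M), from 38 to 49.7 M in Lepob/+ (median 42.9 M), from 40.4 to 61.9 M in SOD1G93A (median 42.6 M) and from 36.8 to 46 M in SOD1G93A-Lepob/+ (median 41.7 M). The sample labels give 30 M reads per sample, below each of these totals, and whether a count is a read or a pair of reads is not stated. Levels are given in CPM, each gene's counts scaled to the library total after TMM. Mouse Sod1 was at 399.5 ± 67.0 CPM in WT, 358 ± 67.4 in Lepob/+, 361 ± 64.9 in SOD1G93A and 392 ± 56.7 in SOD1G93A-Lepob/+ (SD, n = 4 each). The transgene is human and the ob allele is a premature stop codon, so neither Sod1 nor Lep counts check the genotype labels. Xist, the RNA that silences 1 X chromosome in females, had 11895 to 28034 counts in 15 libraries, which had no counts of the Y chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y. The library labelled SOD1G93A-Lepob/+ replicate 3, given as female like the others, had 0 Xist counts and 1756 counts of those Y chromosome genes. Genes were compared with edgeR's quasi-likelihood test in 1 fit of the 16 libraries, over 19736 genes with enough counts, at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes for cell types and pathways, fixed before the data were examined, were compared with the other genes by limma's camera at a preset correlation of 0.01, adjusted over 33 lists in each comparison. With the correlation between genes estimated from the data, no list passed in any of the 6 comparisons, and the smallest adjusted p from camera was then 0.354.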

The transcriptional changes that the leptin haploinsufficiency induced directly on the iWAT tissue, by comparing the iWAT transcriptome of *Lep*^*ob/*+^ mice to the WT mice, showed no significant alterations (Fig. 3A), even though the *Lep*^*ob/*+^ mice, and marginally their iWAT, weighed more than their wild-type littermates (Fig. 2C,D). 

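In Lepob/+ iWAT, genes that respond to glucocorticoids and fasting tended to be higher than in WT, but this was not specific to Lepob/+. Pdk4 (ENSMUSG00000019577, chromosome 6 of GRCm38 from 5483351 to 5496309), a kinase that restrains pyruvate dehydrogenase, was at 355 ± 469 CPM in Lepob/+ and 58.6 ± 21.1 CPM in WT (SD, n = 4 each). Pdk4 had a log2 fold change of 2.60 (standard error 0.72). Fkbp5, a co-chaperone of the glucocorticoid receptor, was at 53.5 ± 22.5 CPM against 26.9 ± 5.63 CPM, and Sgk1, a kinase induced by glucocorticoids, had a log2 fold change of 1.20 (standard error 0.43). Of the 12 measured genes of this list 11 were higher, with a median log2 fold change of 0.76. By edgeR 5 of them had an unadjusted p under 0.05, none passed over all genes (DESeq2 on the 8 libraries called 1, Ddit4), and Pdk4 and Ddit4 passed when adjusted over the list alone (adjusted p = 0.0339 and 0.0351). The list had an adjusted p from limma's camera of 1.27e-05, and 0.726 with the estimated correlation. The list's mean differed between the genotypes at p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 libraries against 4 allow. This p was not adjusted for the other lists tested. The list holds Ddit4, which the paper names as upregulated in this comparison. In mean log2 CPM the list lay at 5.541 to 5.745 in WT, below every library of the other genotypes. It lay at 5.957 to 7.166 in Lepob/+, 5.825 to 6.398 in SOD1G93A and 5.79 to 6.901 in SOD1G93A-Lepob/+. Without Lepob/+ replicate 4, the library with the most skeletal muscle transcripts, the median log2 fold change against WT was 0.28 (adjusted p from camera 0.00152). Over all genes, edgeR called 0 genes between Lepob/+ and WT, DESeq2 called 5 on the 8 libraries of these genotypes and 1 on all 16, Chrnd, which is none of those 5, and limma's voom with quality weights called 0. At an unadjusted p under 0.05 edgeR counted 862 genes, 702 higher and 160 lower, where chance gives 987. This count was 534 without WT replicate 1, and 1432, 2295 and 341 without Lepob/+ replicates 2, 3 and 4. Without the last of these the balance turned, with 120 higher and 221 lower, while without any other single library more were higher. With edgeR on the compared genotypes the count was 254 (150 higher and 104 lower), and with the replicate number as a block 414 (258 and 156).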

Only five DEGs were identified comparing the iWAT of the *Lep*^*ob/*+^ to WT mice. Of those, four were downregulated (*Aqp5*, *Itagv*, *Gm128*, *Gm4613*) and one upregulated (*Ddit4*). 

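Aqp5, Itgav and Ddit4 each separated the 4 Lepob/+ libraries from the 4 WT libraries. Aqp5 (ENSMUSG00000044217, chromosome 15 of GRCm38 from 99590782 to 99594829), a water channel of glandular epithelium, was at 18.9 ± 2.29 CPM in Lepob/+ and 56.6 ± 20.6 CPM in WT (SD, n = 4 each). Itgav (ENSMUSG00000027087, chromosome 2 from 83724397 to 83806916), the integrin subunit alpha V, was at 4.28 ± 0.352 CPM against 23.3 ± 12.6 CPM. Ddit4 (ENSMUSG00000020108, chromosome 10 from 59949669 to 59951834), an inhibitor of mTORC1 induced by stress, was at 75.4 ± 3.64 CPM against 31.9 ± 9.61 CPM. The log2 fold changes from edgeR were -1.58 (standard error 0.63) for Aqp5, -2.44 (0.72) for Itgav and 1.24 (0.38) for Ddit4, each with an adjusted p of 1. DESeq2 on the 8 libraries of both genotypes gave these genes adjusted p-values of 0.00788, 0.00788 and 0.0255. Itgav and Ddit4 went the same way in SOD1G93A against the same WT libraries (log2 fold changes -2.16 and 1.18 from DESeq2 on all libraries). Aqp5 was at 74.98 CPM in SOD1G93A replicate 4 and 10.86 to 15.35 CPM in its other libraries. In SOD1G93A-Lepob/+, Itgav was at 34.67 CPM in replicate 1 and 3.106 to 4.722 CPM in the others. Low Aqp5 and Itgav and high Ddit4 were thus not specific to Lepob/+. Gm128 (ENSMUSG00000068860, chromosome 3 from 95236920 to 95241598) had 9 to 17 counts in each WT library and 0 in each Lepob/+ library. Gm4613 (ENSMUSG00000090467, chromosome 7 from 25828602 to 25828877) is a processed pseudogene, so its reads can be shared with its parent gene. It had 94, 0, 60 and 52 counts in WT and 0 in each Lepob/+ library. Both had an adjusted p of 1 from edgeR and of 0.0255 from DESeq2 on the 8 libraries.

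**Figure D1:**
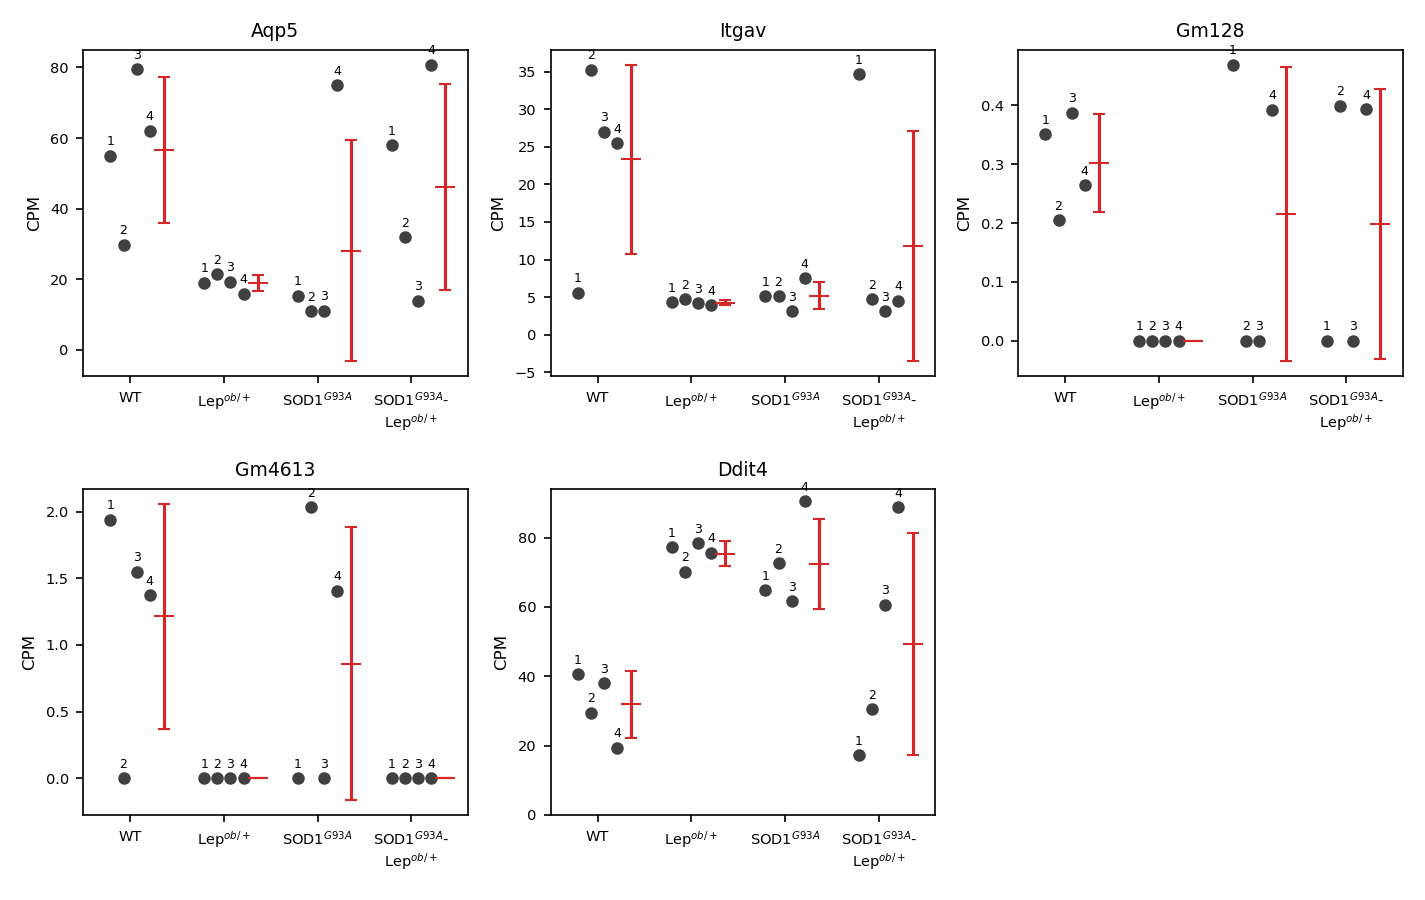
CPM of Aqp5, Itgav, Gm128, Gm4613 and Ddit4 (vertical axes) in each library of the 4 genotypes (horizontal axis). Dots are libraries with their replicate numbers and red bars are the mean ± SD. Every Lepob/+ library is at 0 CPM for Gm128 and Gm4613, and WT replicate 2 is at 0 for Gm4613.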

The GSEA pathway analysis showed a few activated processes related to multicellular organization and organization including muscle differentiation (Fig. 3B).

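Genes of skeletal muscle were higher in Lepob/+ than in WT, and 1 library held most of their transcripts. Mb (ENSMUSG00000018893, chromosome 15 of GRCm38 from 77015487 to 77050670), the oxygen-binding protein of muscle, was at 127 ± 252 CPM in Lepob/+ and 1.79 ± 1.95 CPM in WT (SD, n = 4 each). Myh2 (ENSMUSG00000033196, chromosome 11 from 67171027 to 67197517), a myosin heavy chain of fast fibres, was at 243 ± 486 CPM against 0.983 ± 1.84 CPM. The log2 fold changes were 6.15 for Mb (standard error 2.04), 4.82 for the enolase Eno3 (1.67), 7.97 for Myh2 (2.95) and 4.23 for the myosin light chain Myl1 (1.58). All 23 measured muscle genes were higher, with a median log2 fold change of 5.22. Of these, 5 had an unadjusted p under 0.05 from edgeR, and 0 passed over all genes or adjusted over the list alone, where the smallest adjusted p from edgeR was 0.103. DESeq2 gave none of the 23 genes a p-value in either fit, so it tested none of them. As a whole the list had an adjusted p from camera of 0.046, and 0.838 with the estimated correlation. A two-sided exact permutation test of the list's mean gave p = 0.657. The mean CPM of the list was 12240 in Lepob/+ replicate 4, 319 in WT replicate 3 and 2.63 to 21.1 in the other 14 libraries. Acta1 (ENSMUSG00000031972), the actin of skeletal muscle, was at 44650 CPM in the first of these and 1298 CPM in the second. Without Lepob/+ replicate 4, and with WT replicate 3 still in the fit, the median log2 fold change of the list was -5.34 (adjusted p from camera 2.96e-05). Without WT replicates 1, 2 and 4 the list did not pass (adjusted p from camera 0.245, 0.353 and 0.453), and without WT replicate 3 its median was 10.98.

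**Figure D2:**
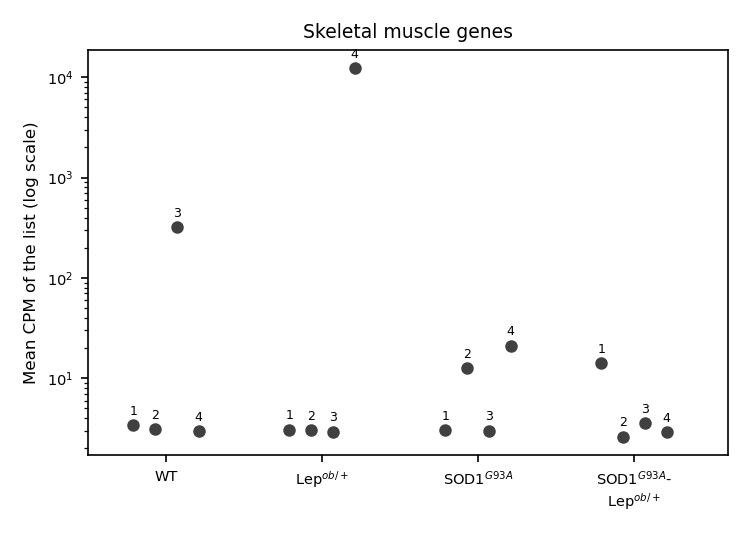
Mean CPM of the 23 skeletal muscle genes (vertical axis, log scale) in each library of the 4 genotypes (horizontal axis). Dots are libraries with their replicate numbers. Lepob/+ replicate 4 sits at 12240 CPM and WT replicate 3 at 319 CPM.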

**Figure 3:**
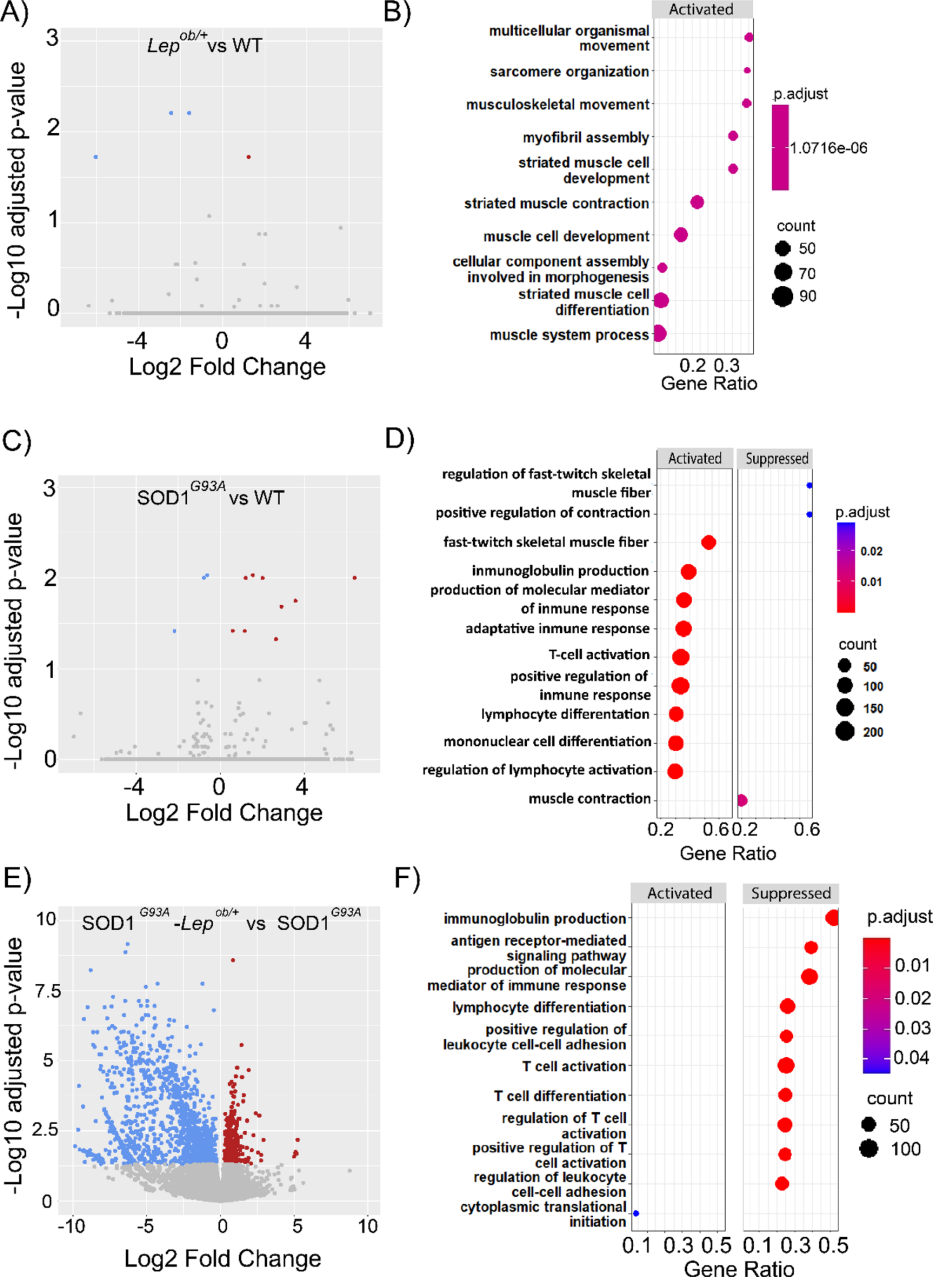
Transcriptomic profile in the iWAT of SOD1^G93A^ and leptin deficient mice. Volcano plots showing the DEGs identified by FDR < 0.05 in the iWAT of 90 days old female mice, comparing; (**A**) *Lep*^*ob/*+^ vs WT, (**C**) SOD1^G93A^ vs WT, and (**E**). SOD1^G93A^-*Lep*^*ob/*+^ versus SOD1^G93A^. Dots in blue denote genes that were downregulated and in red genes that were upregulated. Gray dots denote genes that are not significantly changed with the threshold of FDR < 0.05. (**B**, **D**, **F**) Dot plots showing dysregulated pathways identified by GSEA with FDR < 0.05. The size of the dots was proportional to the number of the genes implicated in the pathway and the color of the dots represented the significance related to the value of the FDR.

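Ucp1 (ENSMUSG00000031710, chromosome 8 of GRCm38 from 83290352 to 83298452), the uncoupling protein of brown and beige adipocytes, was at 27.5 ± 33.3 CPM in SOD1G93A iWAT and 2.31 ± 0.770 CPM in WT (SD, n = 4 each). Ucp1 had a log2 fold change of 3.58 (standard error 1.87, adjusted p = 0.998 from edgeR). The stress gene Ddit4 had a log2 fold change of 1.18 (standard error 0.38) and the integrin gene Itgav of -2.16 (standard error 0.71), with the same adjusted p from edgeR. Both genes went the same way in Lepob/+ against WT, a comparison that shares these WT libraries. The mean CPM of the list for thermogenic adipocytes was 26.84 in SOD1G93A replicate 1 and 10.55 to 14.21 in the other SOD1G93A libraries. In WT it was 8.301 to 19.89. DESeq2 on the 8 libraries of these genotypes called 14 genes, 11 higher and 3 lower. Among them were Ucp1 (adjusted p = 0.0111 from DESeq2), Ddit4 (0.0343), Itgav (0.0321), the histone methyltransferase Kmt5a (log2 fold change 1.20, adjusted p 0.0096) and the ubiquitin ligase Znrf1 (1.55, 0.0096). The light chain segment Igkv11-125, whose reads can be shared with similar segments, had a log2 fold change of 6.38 (adjusted p = 0.0096 from DESeq2). Ptms, which encodes parathymosin, and Tppp3, a tubulin-binding protein, were lower at log2 fold changes of -0.62 and -0.79. DESeq2 on all 16 libraries called 3 genes, Chrnd, Gm21983 and Methig1, none of them among the 14, while edgeR and limma's voom with quality weights called 0. At an unadjusted p under 0.05 edgeR counted 505 genes, 324 higher and 181 lower, where chance gives 987. Voom counted 1785, 1113 higher and 672 lower. The balance turned with edgeR on the compared genotypes (152 higher and 292 lower) and was near even with DESeq2 on them (346 and 343). The edgeR count of 505 became 316 without WT replicate 3, and 217, 1541 and 300 without SOD1G93A replicates 2, 3 and 4. Without the last of these edgeR called 1 gene, Mbtd1 (log2 fold change -1.65, adjusted p = 0.0218).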

Next, we evaluated the transcriptional alterations in the iWAT of SOD1^G93A^ mice, compared to WT, and identified 14 DEGs (11 up and 3 down) with threshold FDR 0.05 (Fig. 3C) and 710 DEGs with p value < 0.05 (Supplementary Fig. 1A). In order to identify the pathways altered by SOD1 mutation in the iWAT, we run pathway analysis by ORA and GSEA. 

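Genes of splicing factors were higher in SOD1G93A than in WT iWAT by a small amount. Luc7l3 (ENSMUSG00000020863, chromosome 11 of GRCm38 from 94287890 to 94321988), a protein of the U1 snRNP, was at 101.5 ± 35.4 CPM in SOD1G93A and 64.1 ± 12.7 CPM in WT (SD, n = 4 each). Rbmx (ENSMUSG00000031134, chromosome X from 57383530 to 57393036), an RNA-binding protein that regulates splice sites, was at 59.6 ± 11.8 CPM against 44.9 ± 4.67 CPM. The log2 fold changes were 0.66 for Luc7l3 (standard error 0.23), 0.41 for Rbmx (0.14), 0.37 for the SR protein Srsf3 (0.14) and 0.27 for Clk4 (0.11), a kinase of SR proteins. Of 45 measured splicing factor genes, 40 were higher and 5 lower, with a median log2 fold change of 0.21. By edgeR 6 of the higher genes and 1 of the lower had an unadjusted p under 0.05. None passed over all genes (DESeq2 also called 0 of the 45), and 0 passed when adjusted over the list alone, with a smallest adjusted p of 0.202 from edgeR. Limma's camera gave the list an adjusted p of 9.39e-10, and 0.911 with the estimated correlation. A two-sided exact permutation test of the list's mean gave p = 0.143. The 6 libraries with the highest lymphocyte scores were also the 6 with the highest splicing factor scores, 7 to 7.27 mean log2 CPM against 6.76 to 6.99 in the other 10.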

The analysis of biological processes enriched by the ORA technique with DEGs showed that 9 of the top 10 deregulated processes are related to RNA splicing (Supplementary Fig. 1B). Furthermore, the pathway analysis performed by the GSEA technique, showed an upregulation of several processes related to the immune system: "immunoglobulin production”, “lymphocyte differentiation”, "production of molecular mediator of immune response", “T-cell activation” (Fig. 3D). These data suggest a mild activation of the immune response in the iWAT of SOD1^G93A^ mice even at early disease stages, which could partly explain why these mice had more iWAT than their wild-type littermates, despite weighing less.

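Genes of T cells and B cells had higher mean levels in SOD1G93A than in WT iWAT, with a spread between libraries larger than the difference. Igkc (ENSMUSG00000076609, chromosome 6 of GRCm38 from 70726435 to 70726966), the constant part of the kappa light chain, was at 234 ± 216 CPM in SOD1G93A and 82.3 ± 74.7 CPM in WT (SD, n = 4 each). Ighm, the constant part of IgM, was at 676 ± 365 CPM against 412 ± 68.7 CPM, and Cd28, a co-stimulator of T cells, at 22.9 ± 14.7 CPM against 12.1 ± 10.6 CPM. All 28 measured T cell genes were higher (median log2 fold change 0.92), and so were all 20 B cell genes (median 1.49). By edgeR 0 of these 48 genes passed over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. DESeq2 also called 0 of the 48. Limma's camera gave both lists an adjusted p of 0.00553, and 0.911 with the estimated correlation. Two-sided exact permutation tests of the list means gave p = 0.629 for T cells and p = 0.457 for B cells. Genes of lymph node stroma and high endothelial venules, the vessels through which lymphocytes enter a lymph node, were higher for 9 of 11 (median 0.74, adjusted p = 0.159 from camera). Of 18 macrophage genes 17 were lower (median -0.36, adjusted p = 0.174 from camera). Inflammatory cytokine genes were divided 8 to 8 (median -0.02, adjusted p = 0.879 from camera). Of these, the acute phase gene Saa3 had a log2 fold change of -4.80 (standard error 1.61) and the chemokine gene Cxcl10 of 1.61 (standard error 0.71). Without WT replicate 3 or 4, or SOD1G93A replicate 1, 2 or 4, the T cell list did not pass (adjusted p from camera 0.635, 0.296, 0.116, 0.174 and 0.0717). The B cell list did not pass without WT replicates 3 and 4 or SOD1G93A replicates 2 and 4 (0.402, 0.1, 0.165 and 0.0717). SOD1G93A replicates 1, 2 and 4 and WT replicates 1 and 2 were high in T cell, B cell and lymph node stroma genes, and the other 3 libraries were low. With the mean of the lymph node stroma list as a covariate, chosen after seeing the data, the median was -0.18 for T cells, lower in SOD1G93A (adjusted p = 0.00949 from camera), and -0.02 for B cells (adjusted p = 0.904 from camera).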

Lastly, we evaluated the transcriptional effect of lowering the levels of leptin in the iWAT of SOD1^G93A^ mice. The comparison between the transcriptome of SOD1^G93A^ and SOD1^G93A^–*Lep*^*ob/*+^ mice identified 1793 DEGs with FDR < 0.05, with a clear predominance of inhibited genes (398 up and 1394 down) (Fig. 3E) and 5000 DEGs with p value < 0.05 (Supplementary Fig. 1C). 

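The genes with the largest differences between SOD1G93A-Lepob/+ and SOD1G93A iWAT included those of lymphocytes. Tcf7, a transcription factor of T cells, was at 2.80 ± 0.844 CPM in SOD1G93A-Lepob/+ and 164 ± 123 CPM in SOD1G93A (SD, n = 4 each). Cd79a, a subunit of the B cell receptor, was at 1.46 ± 0.794 CPM against 184 ± 141 CPM. The means of SOD1G93A came from 3 libraries, since its replicate 3 had lymphocyte transcripts as low as the SOD1G93A-Lepob/+ libraries. WT replicates 1 and 2 and Lepob/+ replicate 3 were also high. The T cell list lay at 5.14 to 6.16 mean log2 CPM in these 6 libraries and at -0.72 to 0.79 in the other 10. The lymph node stroma and high endothelial venule list divided the libraries in the same way, 3.68 to 4.46 against -2.07 to -0.80. Over all genes edgeR called 0 (smallest adjusted p 0.261), and 3261 had an unadjusted p under 0.05, 827 higher and 2434 lower. DESeq2 on the 8 libraries of these genotypes called 1771 genes, 382 higher and 1389 lower, and on all 16 libraries 562 genes, 55 higher and 507 lower. Limma's voom with quality weights, which gave SOD1G93A replicate 3 a weight of 0.263, called 6254 genes. The edgeR count at an unadjusted p was 1473 without SOD1G93A replicate 2 and 5635 without SOD1G93A replicate 3. Without the library labelled SOD1G93A-Lepob/+ replicate 3 edgeR called 3 genes, all lower.

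**Figure D3:**
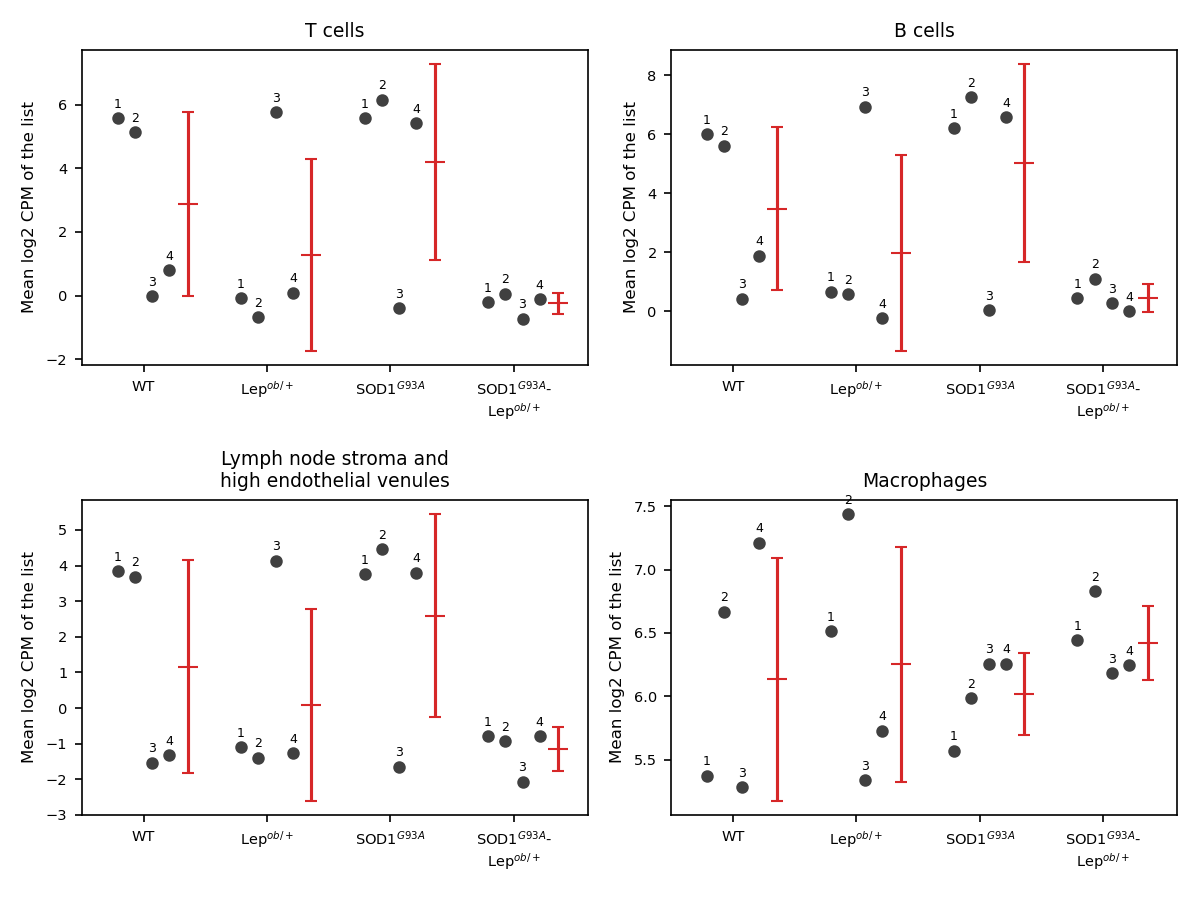
Mean log2 CPM (vertical axes) of the lists for T cells, B cells, lymph node stroma and high endothelial venules, and macrophages in each library of the 4 genotypes (horizontal axis). Dots are libraries with their replicate numbers and red bars are the mean ± SD. For the first 3 lists WT replicates 1 and 2, Lepob/+ replicate 3 and SOD1G93A replicates 1, 2 and 4 lie above the other 10 libraries.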

The ORA analysis showed that the top 10 dysregulated pathways are processes related to the immune system "T-cell activation", "adaptive immune response", and "lymphocyte differentiation" (Supplementary Fig. 1D). 

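T cell, B cell and lymph node genes were lower in SOD1G93A-Lepob/+ than in SOD1G93A iWAT, while macrophage genes were not. Cd8b1 (ENSMUSG00000053044, chromosome 6 of GRCm38 from 71322788 to 71337494), a co-receptor of cytotoxic T cells, was at 0.249 ± 0.165 CPM against 51.4 ± 38.3 CPM in SOD1G93A (SD, n = 4 each). Spib (ENSMUSG00000008193, chromosome 7 from 44525993 to 44532071), a transcription factor of B cells, was at 0.837 ± 0.328 CPM against 79.4 ± 62.4 CPM. Fut7 (ENSMUSG00000036587, chromosome 2 from 25423267 to 25426374), which makes selectin ligands in high endothelial venules, was at 0.554 ± 0.315 CPM against 2.93 ± 3.398 CPM. All 28 T cell genes were lower (median log2 fold change -5.84), as were all 20 B cell genes (median -6.40) and 10 of 11 genes of lymph node stroma and high endothelial venules (median -4.61). By edgeR none passed over all genes. Adjusted over the list alone, 28, 20 and 6 genes passed. DESeq2 on the 8 libraries called 28, 19 and 6 of them lower. Limma's camera gave adjusted p-values of 6.56e-13, 1.24e-09 and 0.000635, and 0.576 for each list with the estimated correlation. The two-sided exact permutation test of the list mean gave p = 0.114 for each. Of 18 macrophage genes, 16 were higher (median 0.52, adjusted p = 0.0217 from camera, and 0.832 with the estimated correlation). Cd14, a co-receptor for lipopolysaccharide, was at 39.3 ± 9.45 CPM against 26.0 ± 4.08 CPM, and Itgax, which macrophages share with dendritic cells, at 8.62 ± 3.59 CPM against 16.3 ± 9.70 CPM. Inflammatory cytokine genes were lower for 10 of 16 (median -0.10, adjusted p = 0.976 from camera), with Tnf at a log2 fold change of -2.67 (standard error 1.03). On the 8 libraries DESeq2 called Tnf lower (adjusted p = 0.00583), 1 other cytokine gene higher and 1 macrophage gene higher. On all 16 libraries DESeq2 called no gene of either list. With the mean of the lymph node stroma list as a covariate, chosen after seeing the data, the median was -0.52 for T cells and -0.49 for B cells (adjusted p = 2.64e-08 and 0.0157 from camera), and the log2 fold changes of Itgax and Tnf turned to 0.06 and 0.17.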

The GSEA analysis showed these same processes to be the most dysregulated and determined that they were inhibited (Fig. 3F). Up to 483 of the 1793 identified DEGs in the iWAT of SOD1^G93A^–*Lep*^*ob/*+^ mice were associated with the GO term immune system process (GO:0002376), and up to 204 of them were involved in lymphocyte activation (GO:0046649). Most of these genes were strongly inhibited, with up to 61 genes having a log2 fold change < − 5.

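Ccl21a, Ccr7 and Glycam1, genes of lymph nodes, were far lower in SOD1G93A-Lepob/+ than in SOD1G93A iWAT. Ccl21a (ENSMUSG00000094686, chromosome 4 of GRCm38 from 42772860 to 42773993), which draws T cells and dendritic cells into lymph nodes and has near-identical copies that can share its reads, was at 0.798 ± 0.734 CPM in SOD1G93A-Lepob/+ and 219 ± 157 CPM in SOD1G93A (SD, n = 4 each). Ccl21a had a log2 fold change of -8.11 (standard error 2.91). Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077), the receptor of that chemokine, was at 1.17 ± 0.0975 CPM against 74.2 ± 52.6 CPM, a log2 fold change of -5.99 (standard error 2.03). Glycam1 (ENSMUSG00000022491, chromosome 15 from 103562759 to 103565081), a ligand of L-selectin made by high endothelial venules, had no counts in any SOD1G93A-Lepob/+ library. Its mean in SOD1G93A was 354 CPM, which makes it at least 19500-fold lower in SOD1G93A-Lepob/+, with a floor of 3 counts over the group. It was above 1 CPM in 3 of the 4 SOD1G93A libraries and 0 of the 4 SOD1G93A-Lepob/+ libraries (Fisher's exact test, two-sided, p = 0.143). The T cell genes had log2 fold changes from -7.70 to -3.08. By edgeR 399 genes had a log2 fold change below -5 and an unadjusted p under 0.05, and none of these passed the adjusted threshold. DESeq2 called 387 genes below that fold on the 8 libraries of both genotypes and 181 on all 16. Such counts hold genes with no counts in 1 genotype, and for edgeR the fitted folds of these genes depend on the prior count. The 399, 387 and 181 genes are taken from all genes tested. The paper counts such folds among its genes of immune GO terms, so the numbers are not comparable.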

### Leptin deficiency countered the lymphocyte activation processes in the iWAT of SOD1^G93A^ mice

We next looked deeper into the specific transcriptional activation of the immune response caused by the SOD1^G93A^ transgene and whether those might be countered by the leptin deficiency, iWAT of SOD1^G93A^ mice. We selected commons immune processes deregulated in SOD1^G93A^ mice and SOD1^G93A^–*Lep*^*ob/*+^ in the iWAT (“immunoglobulin production”, “lymphocyte differentiation” and “T-cell activation”) and plotted the distribution of the fold change of the genes involved in these pathways (Fig. 4A). 

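Genes of lymphocytes went in opposite directions in the comparisons of SOD1G93A with WT and of SOD1G93A-Lepob/+ with SOD1G93A. Fcmr, a receptor for IgM on B cells, was at 26.6 ± 28.3 CPM in WT, 86.3 ± 73.8 CPM in SOD1G93A and 0.556 ± 0.217 CPM in SOD1G93A-Lepob/+ (SD, n = 4 each). Icos, a co-stimulator of T cells, was at 7.56 ± 6.74, 13.6 ± 8.51 and 1.16 ± 0.263 CPM. Every measured gene of the T cell and B cell lists was higher in the first comparison and lower in the second. Across 19736 genes, which are not independent replicates, the log2 fold changes of these comparisons had a Pearson correlation of -0.74 and a covariance of -0.346. Both comparisons use the same 4 SOD1G93A libraries, which alone gives a negative relation. In 20 simulations with no effect of genotype the correlation was -0.50 on average (-0.53 to -0.47) and the covariance -0.18. Genes were drawn independently there, with no tissue that differs between libraries. The narrow range of the simulations therefore does not bound what chance gives in these samples. With different SOD1G93A libraries in each comparison, in the 6 ways to divide them, the correlation ran from -0.61 to 0.04 and the covariance from -0.343 to 0.023.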

The enrichment score plot indicates that most of these pathways were activated in the iWAT of SOD1^G93A^ mice, and the opposite inhibition was observed when reducing the levels of leptin in the context of SOD1^G93A^ (SOD1^G93A^–*Lep*^*ob/*+^) (Fig. 4B).

**Figure 4:**
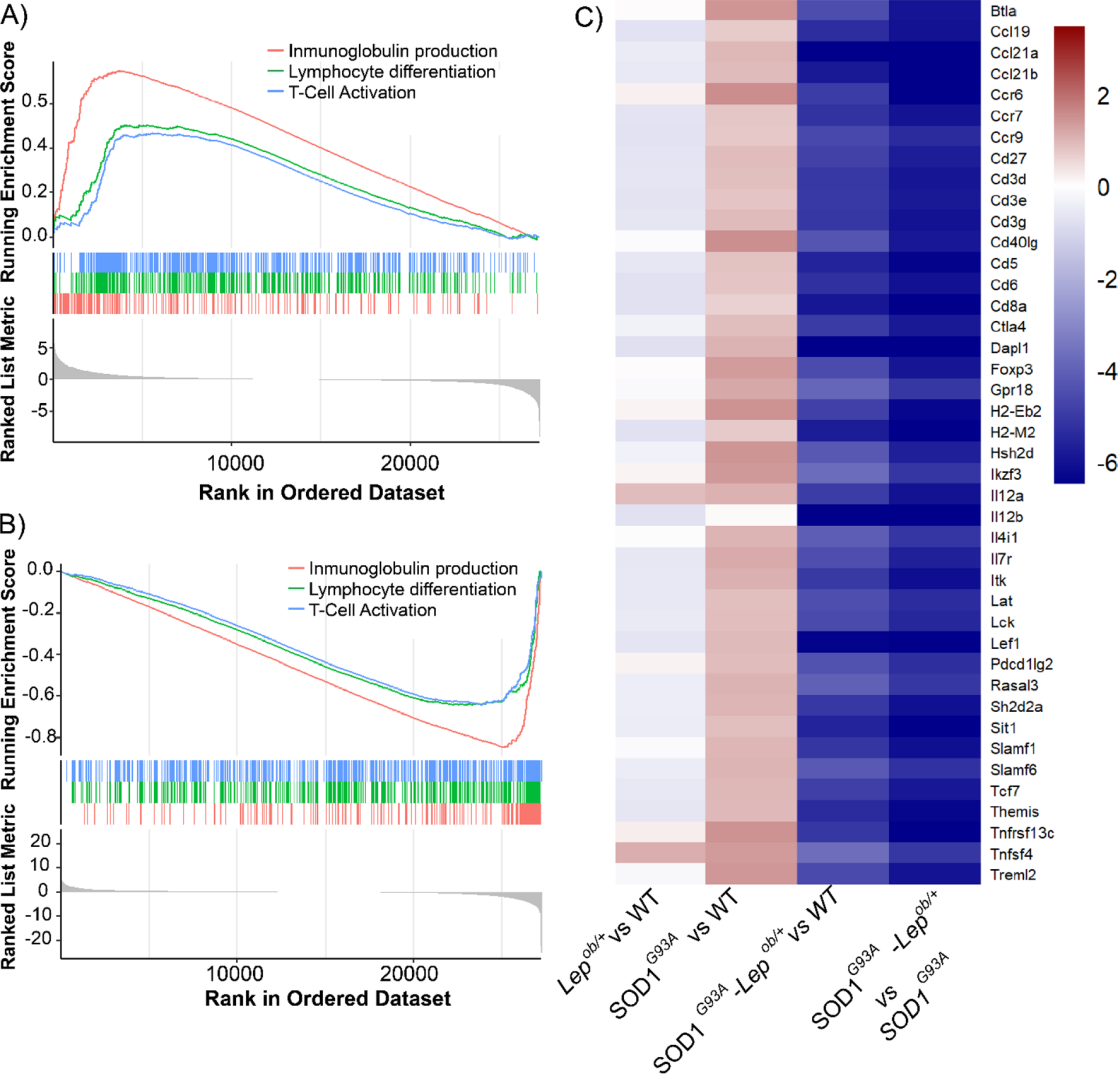
Analysis of alterations in the expression of immune pathways in the iWAT (**A**) Enrichment score plot of the GSEA results for “Immunoglobulin production”, “Lymphocyte differentiation”, “T-cell activation” in the iWAT SOD1^G93A^. (**B**) Enrichment score plot of the GSEA results for “Immunoglobulin production”, “Lymphocyte differentiation”, “T-cell activation” in SOD1^G93A^–*Lep*^*ob/*+^ iWAT (**C).** Hierarchical clustering heatmap for top deregulated genes involved in T cell activation in the iWAT. Columns represent the comparison between the different groups of interest (*Lep*^*ob/*+^vs WT; SOD1^G93A^ vs WT and SOD1^G93A^–*Lep*^*ob/*+^ vs SOD1^G93A^), and rows represent each gene found differentially expressed related to the lymphocyte T activation process. Red color represents overexpression and dark blue downregulation of genes related to lymphocyte T activation processes in the iWAT.

Among all the immune system processes found, the “T-cell activation” process was the most notable. Thus, we identified the highly altered genes involved on these processes and looked for their profile distribution, represented in a hierarchical clustering (Fig. 4C). 

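For T cell genes, the log2 fold change with Lepob/+ was lower on the SOD1G93A background than on the WT background. For Cd8b1 this interaction had a log2 value of -6.77 (standard error 2.76), for Foxp3, the transcription factor of regulatory T cells, of -5.95, and for Ctla4, an inhibitory receptor of T cells, of -5.48. All 28 T cell genes had a negative interaction (median -5.23). By edgeR 22 of them had an unadjusted p under 0.05, and 0 passed over all genes or adjusted over the list alone, where the smallest adjusted p from edgeR was 0.0616. DESeq2 on all 16 libraries called 0 of the 28. The list had an adjusted p from limma's camera of 8.52e-05, and 0.849 with the estimated correlation. With the mean of the lymph node stroma list as a covariate, chosen after seeing the data, the median was -0.09 and camera placed the list on the positive side (adjusted p = 0.998). The libraries high in T cell and lymph node stroma genes were WT replicates 1 and 2, Lepob/+ replicate 3 and SOD1G93A replicates 1, 2 and 4. Over all genes edgeR called 0 for the interaction, DESeq2 on all 16 libraries called 51, 9 positive and 42 negative, and limma's voom with quality weights called 0. At an unadjusted p under 0.05 edgeR counted 1574 genes, 426 positive and 1148 negative. This count ran from 751 without SOD1G93A replicate 2 to 3258 without SOD1G93A replicate 3. It also moved to 986 without WT replicate 4, 2397 and 2394 without Lepob/+ replicates 1 and 2, 1024 without SOD1G93A replicate 4 and 970 without SOD1G93A-Lepob/+ replicate 1. Random assignments of the libraries to the genotypes gave up to 3544 genes at this threshold, so chance cannot be excluded for the 1574.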

The analysis evidenced that the effect of the two mutations combined had a stronger effect on those genes analyzed than any of the mutations alone (SOD1^G93A^ vs WT, or *Lep*^*ob/*+^ vs WT). Leptin deficiency alone (*Lep*^*ob/*+^ vs WT) had a mild but evident inhibition of the genes involved in the T cell activation pathway in the iWAT. 

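The T cell activation genes that the paper names had small differences between Lepob/+ and WT beside their spread. Cd6, a receptor that tunes T cell activation, was at 15.1 ± 29.0 CPM in Lepob/+ and 25.4 ± 28.7 CPM in WT (SD, n = 4 each), a log2 fold change of -0.75 (standard error 1.61). Of the 26 measured genes 19 were lower and 7 higher, with a median log2 fold change of -0.52. By edgeR 0 of them passed over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. As a whole the list had an adjusted p from camera of 0.000192, and 0.791 with the estimated correlation. A two-sided exact permutation test of the list's mean gave p = 0.6. In Lepob/+ this list was at 4.85 mean log2 CPM in replicate 3 and at -1.98 to -1.18 in the other 3 libraries, and without replicate 3 its median was -4.78. Without WT replicates 1 and 2 and Lepob/+ replicate 2 the list did not pass (adjusted p from camera 0.229, 0.154 and 0.0915), with a median of 0.16 without WT replicate 1. The study chose this list on these samples, so its direction is not independent evidence. Of the 28 genes of the T cell list, 27 were lower (median -0.59, adjusted p = 3.4e-06 from camera, and 0.778 with the estimated correlation). Of 20 B cell genes 15 were higher (median 0.09), while camera placed this list below the other genes (adjusted p = 0.000525, and 0.791 with the estimated correlation). Genes of lymph node stroma and high endothelial venules were lower for 7 of 11 (median -0.49, adjusted p = 0.046 from camera), and this list did not pass with the estimated correlation. Without Lepob/+ replicate 3 the medians were -4.81 for T cells, -4.58 for B cells and -2.77 for lymph node stroma. Without WT replicate 1 the T cell list had a median of 0.17 and did not pass (adjusted p from camera 0.0615), and the B cell list did not pass without WT replicate 1 or 2 or Lepob/+ replicate 1, 2 or 4 (0.229, 0.117, 0.0583, 0.0504 and 0.183).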

The SOD1^G93A^ transgene induced an upregulation (shown in red colour) of several of those genes. 

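All 26 of these genes had higher mean levels in SOD1G93A than in WT iWAT. Cd40lg (ENSMUSG00000031132, chromosome X of GRCm38 from 57212143 to 57224042), the ligand through which T cells help B cells, was at 5.26 ± 3.97 CPM in SOD1G93A and 1.79 ± 1.99 CPM in WT (SD, n = 4 each). Its log2 fold change was 1.55 (standard error 1.49). Igkj5, a joining segment of the kappa light chain, had the highest log2 fold change of the 26, 1.84 (standard error 1.33), at 0.612 CPM in SOD1G93A, and Il12b, a subunit of interleukin 12, the lowest, 0.09. The median was 0.92. By edgeR 0 passed over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Limma's camera gave the list an adjusted p of 0.0061, and 0.911 with the estimated correlation. The two-sided exact permutation test of the list's mean gave p = 0.629. With the lymph node stroma covariate, chosen after seeing the data, the median was -0.07 (adjusted p = 0.142 from camera). Since the list was chosen on these samples, this is not independent evidence of its direction.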

The combination of the two mutations had a stronger inhibition of the genes related to lymphocyte T activation pathway in the iWAT (SOD1^G93A^ vs SOD1^G93A^–*Lep*^*ob/*+^). 

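T cell genes were also lower in SOD1G93A-Lepob/+ than in WT iWAT. Cd3g (ENSMUSG00000002033, chromosome 9 of GRCm38 from 44969572 to 44980431), a subunit of the T cell receptor complex, was at 0.895 ± 0.327 CPM in SOD1G93A-Lepob/+, 29.9 ± 33.2 CPM in WT, 19.4 ± 36.7 CPM in Lepob/+ and 57.7 ± 42.1 CPM in SOD1G93A (SD, n = 4 each). Its log2 fold change was -5.06 against WT (standard error 1.81). All 28 T cell genes were lower against WT (median log2 fold change -4.84). By edgeR 0 passed over all genes, 27 had an unadjusted p under 0.05, and 27 passed when adjusted over the list alone. DESeq2 called 25 of them on the 8 libraries of these genotypes and 1 on all 16. The list had an adjusted p from limma's camera of 1.78e-14, and 0.427 with the estimated correlation. The two-sided exact permutation test of the list's mean gave p = 0.0571. The T cell list lay at 5.57 and 5.14 mean log2 CPM in WT replicates 1 and 2, at -0.016 and 0.795 in WT replicates 3 and 4, and at -0.721 to 0.065 in SOD1G93A-Lepob/+. The lymph node stroma list lay at 3.84 and 3.68 in the first 2 of these WT libraries and at -1.53 and -1.33 in the others. Over all genes edgeR called 0 between SOD1G93A-Lepob/+ and WT, with 935 at an unadjusted p under 0.05 (436, 585 and 1456 without WT replicates 1, 2 and 3, and 554 and 558 without SOD1G93A-Lepob/+ replicates 1 and 4), and DESeq2 called 350 on the 8 libraries and 44 on all 16. From the higher immune genes in SOD1G93A iWAT the paper proposes a mild activation of the immune response that could partly account for the larger iWAT of these mice. It states that the same pathways were inhibited when leptin was lowered in SOD1G93A mice, that both mutations combined had a stronger effect on the T cell activation genes than each mutation alone, and that the combination inhibited them.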

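Of 26 genes that the study chose on these samples for T cell activation, all were lower in SOD1G93A-Lepob/+ than in SOD1G93A iWAT. Ighd, the constant part of IgD, was at 4.02 ± 0.888 CPM in SOD1G93A-Lepob/+ and 302 ± 235 CPM in SOD1G93A (SD, n = 4 each). Btla (ENSMUSG00000052013, chromosome 16 of GRCm38 from 45224315 to 45257670), an inhibitory receptor of lymphocytes, was at 1.18 ± 0.230 CPM against 73.3 ± 57.0 CPM, and Il7r, the receptor of interleukin 7, at 1.21 ± 0.201 CPM against 61.1 ± 46.8 CPM. Ccl19, another chemokine of lymph node stroma, was at 0.536 ± 0.0719 CPM against 35.2 ± 24.5 CPM. The class I gene H2-M2 was at 0.187 ± 0.158 CPM against 16.9 ± 11.4 CPM, and Il4i1, an amino acid oxidase, at 1.41 ± 0.639 CPM against 49.5 ± 42.2 CPM. Tnfrsf4 (ENSMUSG00000029075, chromosome 4 from 156013843 to 156016612), a co-stimulatory receptor, had the smallest log2 fold change of the 26, -2.71 (standard error 0.94). The log2 fold changes of Ccl21b, Ccr6, Ccr9, Cd3d, Cd3e, Cd5, Cd8a, H2-Eb2, Il12a and Tnfrsf13c lay between -6.74 (Ccl21b) and -5.32 (Ccr9). Il12b and Ighg1 had no counts in SOD1G93A-Lepob/+. The median was -6.03, and -6.00 with the genes that had no counts set to their bound. By edgeR 0 of the 26 passed over all genes, all 26 had an unadjusted p under 0.05, and all 26 passed when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. DESeq2 called 24 of them on the 8 libraries of both genotypes and 22 on all 16. As a whole the list had an adjusted p from camera of 2.71e-12, and 0.576 with the estimated correlation. With the mean of the lymph node stroma list as a covariate, chosen after seeing the data, the median was -0.68 (adjusted p = 4.88e-05 from camera). The log2 fold changes of Ccr9 and H2-M2 then turned to 0.38 and 1.20, and those of Ccl19 and Ccl21a, which belong to the covariate's own list, to 0.15 and 0.46. The two-sided exact permutation test of the list's mean gave p = 0.114, with SOD1G93A replicate 3 at -1.93 mean log2 CPM and the other 3 SOD1G93A libraries at 4.14 to 4.96.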

Among the genes identified were chemokines (*Ccl19*, *Ccl21a*, *Ccl21b*, *Ccr6*, *Ccr7*, *Ccr9*), surface antigens (*Cd3d*, *Cd3e*, *Cd3g*, *Cd5*, *Cd6*, *Cd8a*, *Cd40lg*), histocompatibility antigen (*H2-Eb2*, *H2-M2*), interleukins (*Il12a*, *Il12b*, *Il4i1b*, *Il7r*), immunoglobulins (*Btla*, *Ctla4*, *Ighd*, *Ighg1*, *Igkj5*) and tumor necrosis factor (*Tnfrsf13C*, *Tnfrsf4*).

### The transcriptional effect of SOD1^G93A^ mutation is higher in the spinal cord than in the iWAT

Since the spinal cord is the tissue primarily affected by the SOD1^G93A^ mutation, we evaluated if the systemic effect of lowering leptin levels would have a direct impact on the spinal cord. Thus, in parallel, we run a transcriptomic analysis of the spinal cord on the same mice as in the transcriptomic analysis of the iWAT. The expression of the leptin receptor in the spinal cord is considerably low as reported in Protein Atlas database (https://www.proteinatlas.org/ENSG00000116678-LEPR/tissue) and some works^24,26^. 

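Lep (ENSMUSG00000059201, chromosome 6 of GRCm38 from 29060220 to 29073877), the gene of leptin and a product of mature adipocytes, was at 431 ± 262 CPM in WT, 468 ± 215 CPM in Lepob/+, 476 ± 348 CPM in SOD1G93A and 915 ± 621 CPM in SOD1G93A-Lepob/+ iWAT (SD, n = 4 each). The log2 fold change of Lepob/+ against WT was 0.12 (standard error 0.59, adjusted p = 1 from edgeR). That of SOD1G93A-Lepob/+ against SOD1G93A was 0.94 (standard error 0.59, adjusted p = 0.426 from edgeR), while limma's voom with quality weights gave 1.19 (adjusted p = 0.0286). By edgeR it was 0.35 without the library labelled SOD1G93A-Lepob/+ replicate 3, 1.60 without SOD1G93A replicate 3, and -0.15 with lymph node content as a covariate, chosen after seeing the data. Two-sided exact permutation tests of Lep gave p = 0.886 for the first comparison and p = 0.314 for the second, where 4 libraries against 4 allow a p down to 0.0286. The log2 fold change of Lepob/+ against WT was -0.12 without WT replicate 1 or 2 and -0.15 without Lepob/+ replicate 4. The highest level, 1843 CPM, was in the library labelled SOD1G93A-Lepob/+ replicate 3. The spinal cord was not analysed here.

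**Figure D4:**
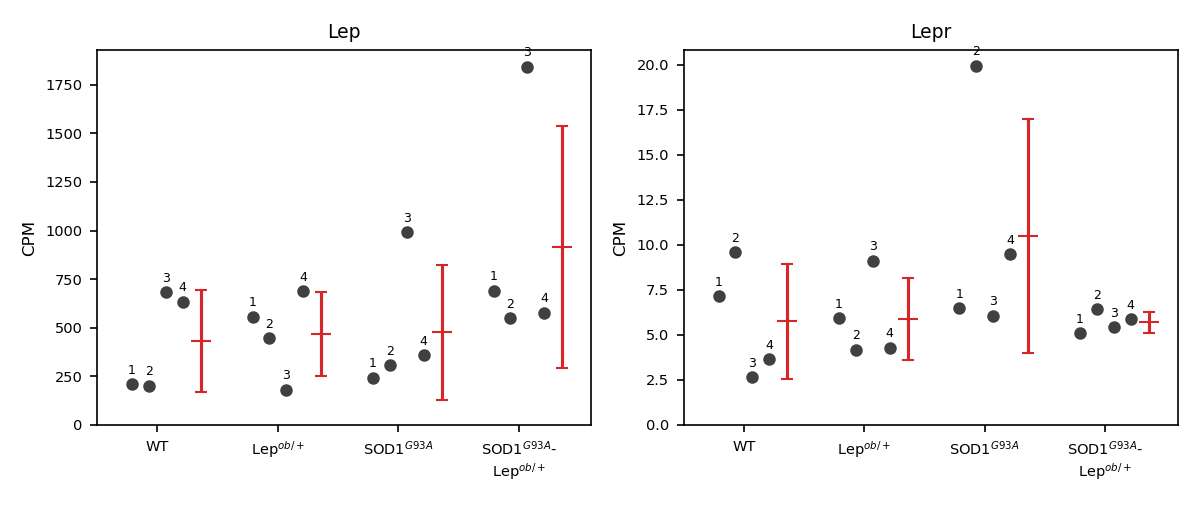
CPM of Lep and of Lepr, the leptin receptor (vertical axes), in each iWAT library of the 4 genotypes (horizontal axis). Dots are libraries with their replicate numbers and red bars are the mean ± SD. For Lep the library labelled SOD1G93A-Lepob/+ replicate 3 sits at 1843 CPM, and for Lepr SOD1G93A replicate 2 sits at 19.9 CPM.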

We confirmed that the expression of leptin was much higher (nearly 19 times more) in the iWAT than in the spinal cord (which expression is basically null) (Supplementary Fig. 2A). On the other hand, the differences of the gene expression of the leptin receptor in those two tissues (Supplementary Fig. 2B) were not that obvious. In addition, we verified the expression of the protein of the leptin receptor in the spinal cord. 

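Lepr (ENSMUSG00000057722, chromosome 4 of GRCm38 from 101717404 to 101815352), the leptin receptor, was at 5.76 ± 3.20 CPM in WT, 5.88 ± 2.30 CPM in Lepob/+, 10.5 ± 6.48 CPM in SOD1G93A and 5.70 ± 0.577 CPM in SOD1G93A-Lepob/+ iWAT (SD, n = 4 each). Its log2 fold change was 0.86 in SOD1G93A against WT (standard error 0.44, adjusted p = 0.998 from edgeR) and -0.88 in SOD1G93A-Lepob/+ against SOD1G93A (standard error 0.44, adjusted p = 0.325 from edgeR). Without SOD1G93A replicate 2 these were 0.34 and -0.36. In Lepob/+ against WT it was 0.03, and -0.21, -0.15 and -0.28 without WT replicate 3, WT replicate 4 and Lepob/+ replicate 3. Two-sided exact permutation tests of Lepr gave p = 0.286, p = 0.0571 and p = 0.943 for these 3 comparisons.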

The leptin receptor protein was present in all spinal cords from all genotypes, but the mice with leptin haploinsufficiency (*Lep*^+*/−*^*)* showed slight upregulation of the receptor expression, which might suggest a compensatory mechanism that is not present in the SOD1^G93A^ *Lep*^+*/−*^ mice (Supplementary Fig. 2C,D).

As with the iWAT, we first evaluated the effect of the leptin deficiency alone in the transcriptome of the lumbar spinal cord (SPC) (*Lep*^*ob/*+^ vs WT) and found very mild effects, with 21 DEGs identified (16 up and 5 down) at FDR < 0.05 (Fig. 5A). The GSEA pathway analysis showed a down regulation of processes related to metabolism, such as “fatty acid metabolic process", “monocarboxylic acid metabolic process” and “cholesterol metabolic process” (Fig. 5B). The ORA analysis revealed other altered processes, mainly in the PI3K signaling pathway. Interestingly, the "negative regulation of cytokine production" pathway was among the top 10 GO terms altered, which is consistent with the anti-inflammatory effect of leptin deficiency (Supplementary Fig. 3A).

**Figure 5:**
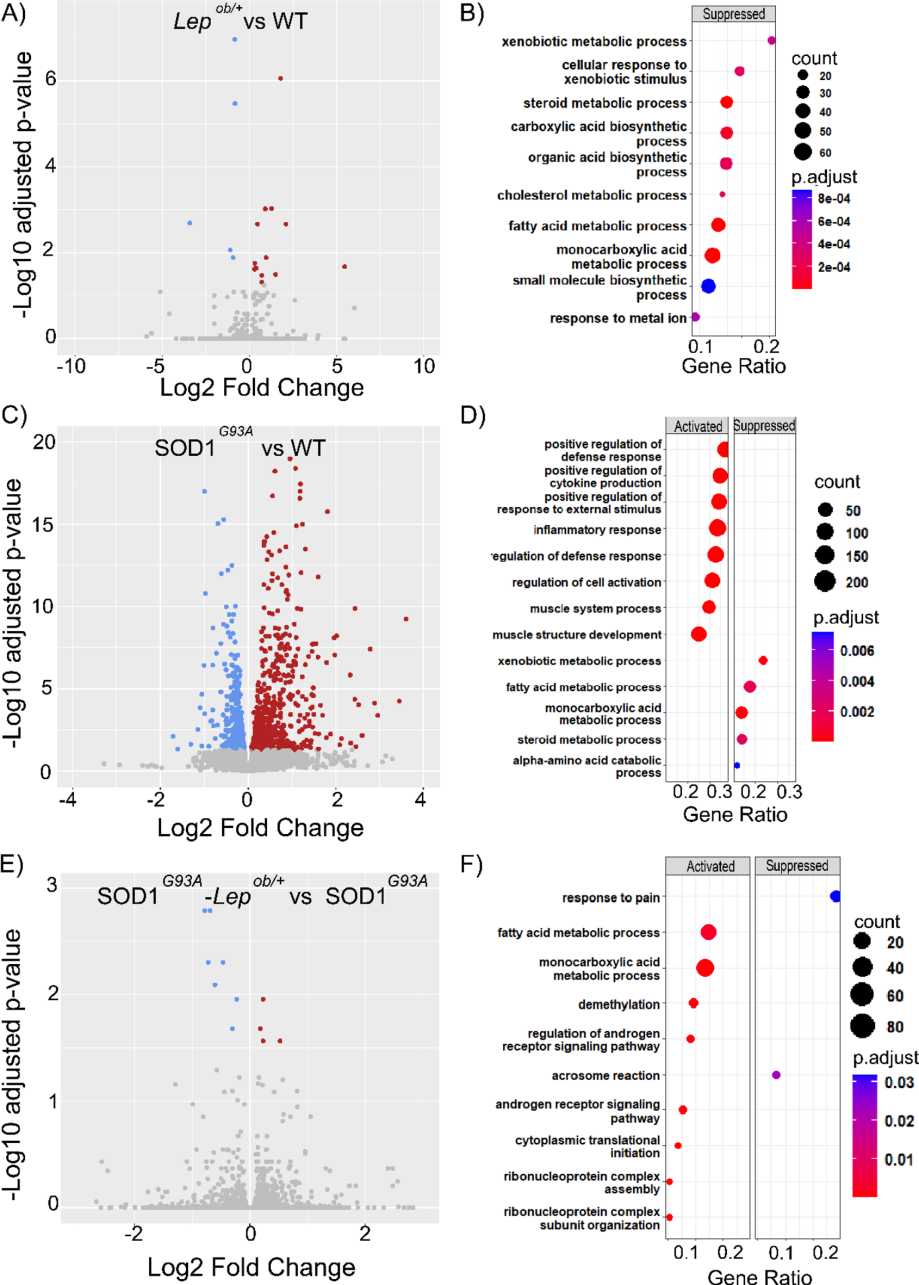
Transcriptomic profile in the SPC of SOD1^G93A^ and leptin deficient mice. Volcano plots showing the DEGs identified by FDR < 0.05 in the SPC of 90 days old female mice, comparing; (**A**) *Lep*^*ob/*+^vs WT, (**C**) SOD1^G93A^ vs WT, and (**E**). SOD1^G93A^–*Lep*^*ob/*+^ versus SOD1^G93A^. Dots in blue denote genes that are downregulated and in red genes that are upregulated. Gray dots denote genes that are not significantly changed with the threshold of FDR < 0.05. (**B**, **D**, **F**) Dot plots showing deregulated pathways identified by GSEA with FDR < 0.05. The size of the dots are proportional to the number of the genes implicated in the pathway and the color of the dots represent the significance related to the value of the FDR.

The transgene SOD1^G93A^ had a very strong effect on the SPC gene expression profile, as we previously shown (from Fernández-Beltrán LC et al. 2021). We identified 1174 DEGs (639 up and 535 down) (Fig. 5C, adapted from Fernández-Beltrán LC et al. 2021). Similar to the iWAT transcriptome of SOD1^G93A^ mice, the SOD1^G93A^ transgene induced more upregulation of genes than inhibition. In the GSEA analysis we also found, among the top dysregulated biological pathways, several pathways related to an activation of immune system, such as: “positive regulation of defense response”, “positive regulation of cytokine production”, “inflammatory response” (Fig. 5D). On other hand, top downregulated processes were related to metabolic processes such as: fatty acid, steroids, and alpha amino acids. Similar results were found with the ORA analysis in relation to immune system activation: leukocyte activation, tumor necrosis factor, and phagocytosis (Supplementary Fig. 3B).

In the spinal cord of the SOD1^G93A^ the effect of lowering leptin levels was very mild. Compared to the SOD1^G93A^ alone, the transcriptome of the SPC of SOD1^G93A^–*Lep*^*ob/*+^ identified 18 DEGs with FDR > 0.05 (9 up and 9 down) (Fig. 5E). These results were expected since the effect of lowering the leptin levels might be mostly indirect on the spinal cord, and from systemic metabolic changes. Looking at the most relevant biological processes and pathways altered by the combination of the two mutations (SOD1^G93A^–*Lep*^*ob/*+^)*,* the GSEA analysis identified an activation of transcription-translation processes (“Demethylation”, “ribonucleoprotein complex assembly” and “Cytoplasmic translational initiation”) and metabolic processes (“Fatty acid metabolic process” and “Monocarboxylic acid metabolism process”) (Fig. 5F). These metabolic processes were downregulated in both *Lep*^*ob/*+^ and SOD1^G93A^ mice when compared with WT.

### Leptin deficiency had a mild effect on maintaining the regulation of fatty acid metabolism and no effect on inflamation in the spinal cord of SOD1^G93A^ mice

Lowering the levels of leptin had minimum effect on the transcriptional inflammatory response in the SPC in the SOD1^G93A^ background (comparing SOD1^G93A^–*Lep*^*ob/*+^ vs SOD1^G93A^) (Supplementary Fig. 4). Interestingly, other metabolic pathways seemed to be changed by the approach. The pathway analyses in the SPC of the different groups also revealed that metabolism processes were dysregulated not only by SOD1^G93A^ but also when combined with leptin deficiency (Fig. 5B,D,F). The “fatty acid metabolism” (GO: 0006631) was the common metabolic process dysregulated in SOD1^G93A^ mice and in SOD1^G93A^–*Lep*^*ob*/+^ in the SPC. We identify the genes altered on this process and plotted them in a distribution based on their up or down regulation by fold change (FC). The genes involved in fatty acid metabolism tend to be inhibited in the SPC of SOD1^G93A^ mice (Fig. 6A), while leptin deficiency when placed in SOD1^G93A^ background, showed increased expression of these same fatty acid genes (Fig. 6B). Finally, we performed a hierarchical clustering analysis on those genes involved in fatty acid metabolism comparing the expression profile among the four different groups. Leptin deficiency in the spinal cord of SOD1^G93A^ mice corrected the inhibition of some of the genes involved in fatty acid metabolism (Fig. 6C).

**Figure 6:**
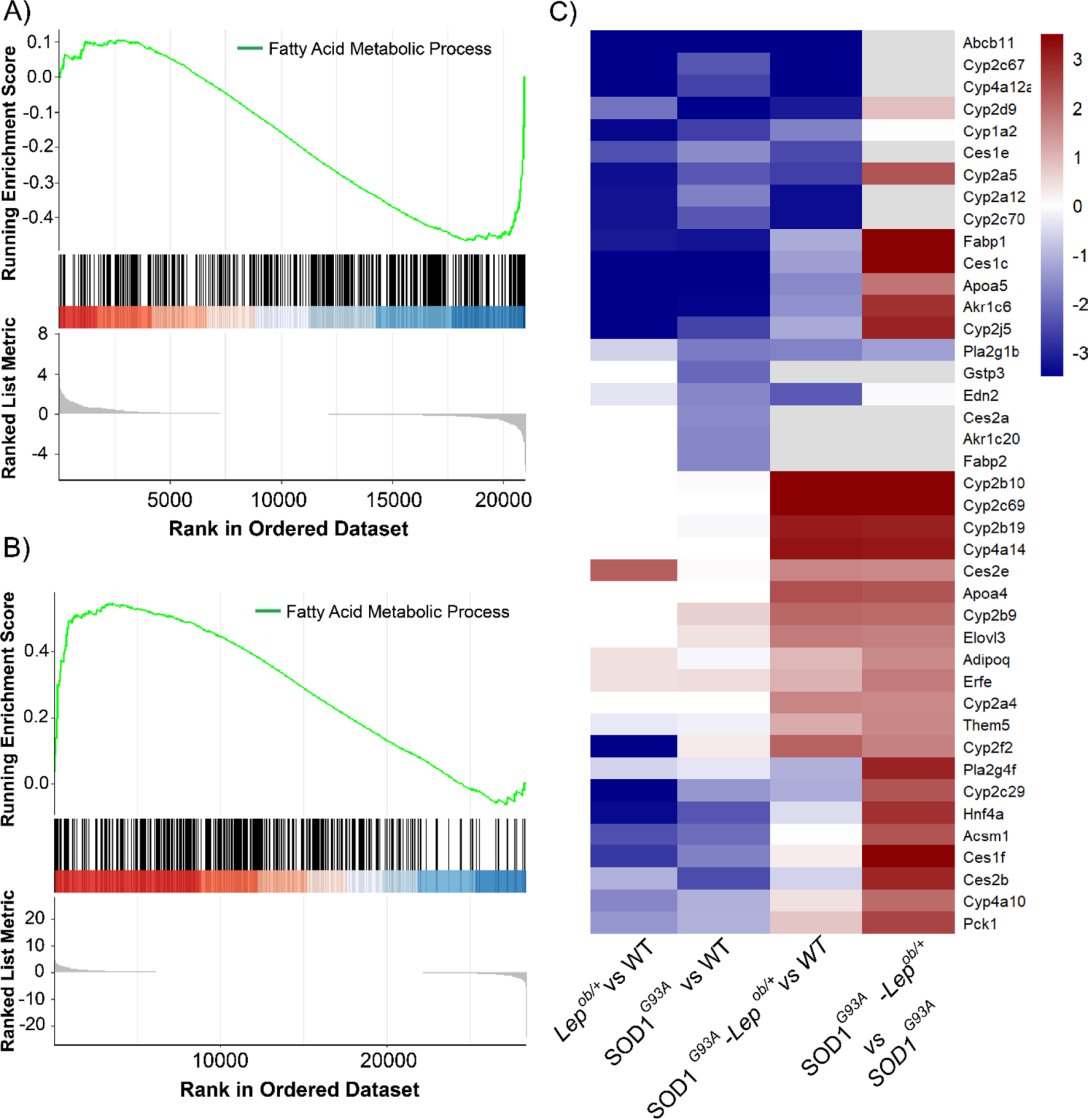
Analysis of alterations in the expression of fatty acid metabolism in the SPC (**A**). Enrichment score plot of the GSEA results for “Fatty acid metabolic process” in the SPC SOD1^G93A^. (**B**) Enrichment score plot of the GSEA results for “Fatty acid metabolic process” in the SPC in SOD1^G93A^–*Lep*^*ob/*+^ iWAT. (**C**) Hierarchical clustering heatmap for top deregulated genes involved in fatty acid metabolism in SPC. Columns represent the comparison between the different groups of interest (*Lep*^*ob/*+^vs WT; SOD1^G93A^ vs WT, and SOD1^G93A^–*Lep*^*ob/*+^ vs SOD1^G93A^), and rows represent each gene found differentially expressed related to the fatty acid metabolic process. Red color represents overexpression and dark blue downregulation of genes related to fatty acid metabolic process processes in the SPC.

These results support the concept that lowering systemic leptin levels affected the transcriptional profile of the spinal cord, although milder than in the iWAT, and through different pathways. These differences between the tissues could be reflecting the fact that the effect of leptin haploinsufficiency might be direct in the iWAT and seemed indirectly in the SPC.

## Discussion

ALS patients typically have normal or low body mass index (BMI), and lose weight as the disease progresses, classically associated with a loss of lean mass but also fat mass, especially in the final stages of the disease^4^. In order to slow or preserve the weight loss and disease progression, several attempts have been made with some modest results, including lowering the levels of the anorexigenic hormone leptin in the SOD1^G93A^ mice. Interestingly, the positive effects of genetically reducing the levels of leptin in SOD1^G93A^ mice was sexually dimorphic, showing some beneficial effect in females (i.e., extending survival) but not in male SOD1^G93A^ mice^24^. The molecular mechanism by which leptin deficiency was exerting the beneficial effect by preserving the body weight was not known, and whether the effect was directly on the spinal cord or indirect through general metabolic changes.

We first clarified the previous controversial results about the levels of leptin in ALS patients. We found that the circulating levels of leptin in women and men suffering from ALS are different. Since leptin is mainly produced in the adipose tissue, the amount of circulating leptin is normally associated with the amount of body fat under normal conditions. Thus, since ALS patients are thought to lose fat mass as disease progresses, the levels of leptin in ALS patients are expected to follow proportionally to the amount of fat. Indeed, that is what was found in men with ALS, but in the case of the women, the same trend was not true. This sexual dimorphism is supported by other larger studies, where they found lower levels of leptin in men and no changes in women with ALS^22^. Interestingly, in non-pathological situations, leptin levels in women can double the men´s levels^27,28^. The first explanation proposed was due to the distribution of fat. Women have a greater amount of subcutaneous fat that produces more leptin while men have more abdominal fat^29^. However, other studies suggest that the distribution of fat does not explain the dimorphism in leptin levels^30^ but rather the sexual hormones that would regulate the transcription of leptin^31^. This sexual dimorphism in the circulating level of leptin is also replicated in SOD1^G93A^ mice^24^ (Fig. 2B). Thus, we evidenced that any approach towards modifying leptin or the fat mass and weight in ALS patients and mice, should be carefully taken the sex into account, as the sexual metabolic dimorphism would give contradictory results. For example, since many ALS patients have low levels of leptin, especially men and all towards final stages of disease, other attempts towards increasing leptin have been tried^25^. This could be even more detrimental in women with ALS, whose leptin levels are normally more elevated, but also in men, since leptin administration could induce the acceleration of the metabolisms (more hypermetabolism) and satiety (reducing food consumption), which could result in an accelerated weight loss.

It is important to note that very few studies, mainly those conducted in mice, correlated the levels of circulating leptin with the amount of adipose tissue as well as stratified by sex. In our present study, we also added that further stratification, considering the amount of adipose tissue in the different sexes. Altogether, our data and the others, suggest that the fat tissue seems also altered in ALS, and differentially in men and women, and that is then reflected in the levels of circulating leptin. In the present study, we followed the same strategy of stratifying by sex, to corroborate that sex is one of the main determinants in the general metabolism of the body with huge influence in the disease. Again, the ratios of men and women who suffer ALS are not equal (1, 5:1), and the differences in body metabolism between the two sexes could be one of the explanations.

One of the main roles of leptin is the regulation of the systemic energy metabolism through the hypothalamus. In this context, the hypometabolic effect induced by lowering leptin levels was considered as a potential strategy to treat ALS. Indeed, the SOD1^G93A^–*Lep*^*ob/*+^ mice had reduced energy expenditure, with less motor deficit and extended survival, although these effects were only found in females^24^. However, to date, the effects of those systemic metabolic changes driven by the hypothalamus by leptin deficiency, and the molecular pathways induced by these systemic changes in the spinal cord and other tissues of female SOD1^G93A^ mice, remains unknown.

Leptin is secreted by the adipose tissue and has been extensively studied in obesity, where leptin can be highly produced and negatively contribute to the inflammation of the adipose tissue, further impairing the normal function of the adipose tissue in obese patients. According to this, we found that there were inflammatory processes activated in the iWAT of the female SOD1^G93A^ mice, which are the ones with higher amounts of circulating leptin in the body, and bigger fat depots. Interestingly, the effect of leptin haploinsufficiency in the iWAT and in the context of the SOD1^G93A^ mutation was the inhibition of those inflammatory processes. The regulation that leptin exerts on the immune system is because most immune cells express the leptin receptor. When its ligand binds, the JAK proteins (Janus Kinases) become autophosphorylated and in turn phosphorylate the STAT proteins (signal transducers and activators of transcription). Other signaling cascades such as MAPK (mitogen-activated protein kinase) and PI3K (phosphatidylinositol 3-kinase) are also activated by leptin signaling. The activation of these signaling cascades has numerous effects on the cells of the immune system: it increases the proliferation of circulating monocytes^32^, promotes cell survival of eosinophils and basophils^33^, increases cytotoxicity of NK cells^34^ and the production of proinflammatory cytokines from T lymphocytes^35^. Consistently with our results, in the iWAT of SOD1^G93A^–*Lep*^*ob/*+^ mice we observed a significant downregulation of cytokines, interleukins and their receptors, and tumor necrosis factors in adipose tissue.

It is worth mentioning the little anti-inflammatory effect of leptin haploinsufficiency in the context of the SOD1^G93A^ mutation in the spinal cord of the mice. Among many other reasons, it could be because there are very few leptin receptors in the spinal cord, and the type of receptors could be different to the ones in the iWAT. In addition, the strong degenerative process induced by the SOD1^G93A^ mutation in the spinal cord causes such an inflammation state that might be too strong to be reverted by leptin haploinsufficiency. Still, it seems that there is another effect of leptin haploinsufficiency in the context of the SOD1^G93A^ mutation in the spinal cord, which is the regulation of fatty acid metabolism, and that could be an indirect effect of the changes in the systemic body metabolism. Thus, we believe that the relevance of this work is that it remarks the importance of the whole-body system in these complex disorders, and how we need to take care of other tissues and the systemic metabolism in order to have a better disease prognosis. Further studies are needed to disentangle the link, or multiple links, between the effect of the general body metabolism and the spinal cord.

There are limitations in the work. One is the low number of patients in the study, although the data clearly corroborate previous large epidemiological studies, with similar results. Another limitation is that all these differences are measured in one early –disease time point in the mice, and in that way, we cannot exclude that all those results could be changing along the disease progression.

In conclusion, the anti-inflammatory effects of decreasing leptin levels demonstrated in this work could be an interesting therapeutic target for some ALS patients. Here we bring up the importance of considering the sex in every metabolic study. In particular, the sexual dimorphisms found in relation to the levels of circulating leptin and fat tissue, which could be used to stratify and might be critical for the inclusion of ALS patients in different clinical trials. These considerations should be included in future personalized treatments.

## Methods

### Participants

Thirty-five participants were recruited between October 2021 and April 2023. Among them, sixteen were healthy participants (9 men and 7 women), and nineteen were patients (9 men and 10 women) diagnosed with ALS in the Neurology Department of Hospital Clínico San Carlos (Madrid, Spain). All the patients met the revised El Escorial diagnostic criteria of clinically definite, probable ALS. All the participants were excluded of severe metabolic disease. Additional demographic information of the participants can be found in Supplementary table 1. The estimation of the amount of subcutaneous adipose tissue was done using the skinfold thickness. Skinfold thickness was measured in triplicate on the right side of the body using a Holtain® skinfold caliper at the following sites: triceps, subscapular crest and iliac crest. The sum of the mean thickness of each skin fold was used in the analyses. The present study was approved by the ethics committee from Hospital Clínico San Carlos (reference: 19/524-E) in accordance with EU guidelines and regulations. Participants provided written informed consent prior to research participation.

### Animals

The SOD1^G93A^ mouse strain [B6.Cg-Tg(SOD1-^G93A^)1Gur/J)] carries a high copy number (approximately 25 copies) of the SOD1 transgene, were obtained from Jackson Laboratories (Bar Harbor, Maine, USA) and were maintained on a C57BL/6J background (purchased from Charles River) in our lab. We also obtained mice heterozygous for the obese gene from (B6.Cg-Lepob/J, Jackson Laboratories) and were also maintained on a C57BL/6J background. SOD1^G93A^ mice were genotyped using conventional PCR, as well as controlling for the transgene copy number, using quantitative PCR (IMR0113 and IMR0114 designed by Jackson labs). *Lep*^*ob/*+^ mice were genotyped by quantitative PCR to identify mutant and WT alleles with probes (Primers: Fw: GCAGTCTATCAACAGGTCCTCA and Rv: TTGGAGAAGGCCAGCAGA. Probes: Lep-OB_WT_FAM GAATCTCCGAGACCTCCT, 5'FAM-'3BHQ1 and Lep-Mutant-JOE AATCTCTGAGACCTCCT, 5′JOE-3′BHQ1). Mice were kept on auto-ventilated cages with food *ad libitum* on a 12 h light–dark cycle. Mice were weighed weekly and humanely sacrificed when they reached paralysis of hind limbs or 20% of weight loss. All animal procedures were approved by the ethical committee of animal care and use of the Hospital Clínico San Carlos and in accordance with the European and Spanish regulation (2010/63/EU and RD 1201/2005).

### Leptin measurement

Participants were at least 4 hours fasted prior blood collection. Blood samples were collected in SSTII serum separator gel tube (Ref. 367953). Blood was allowed to coagulate for 20 mins at 4 °C and spun at 3000×*g* for another 10 min. Serum was collected and stored in − 80 degrees until use. Leptin concentrations were evaluated in duplicate using commercially available enzyme-linked immunosorbent assay kit (Quantikine ELISA Human Leptin, R&D Systems), in accordance with the manufacturer’s instructions.

Mice retro-orbital bleeds were performed after 4 h fasting under terminal anesthesia at 90 days of age (n = 5), and the blood was collected in lithium-heparin tubes, and spun at 4000×*g* for 8 min at 4 °C to obtain plasma. Leptin concentrations were evaluated in duplicate using commercially available enzyme-linked immunosorbent assay kit (Rat/Mouse Leptin ELISA kit Cat. #EZML-82K, Millipore, Missouri, USA), in accordance with the manufacturer’s instructions.

### RNA extraction and sequencing

RNA was isolated from dissected iWAT (n = 4) and lumbar region of spinal cords (n = 5) of wild-type, *Lep*^*ob/*+^, SOD1^G93A^ and SOD1^G93A^–*Lep*^*ob/*+^ female mice at 90 days, using Qiazol followed by the mini lipid tissue RNAeasy kit (Qiagen, Hilden, Germany). The RNA used for sequencing had a RIN value above 8–9 in the Bioanalyzer. The samples were sent to the company NIM Genetics (Madrid, Spain) for sequencing. The quality control of the samples was achieved with TapeStation (Agilent Technologies, Santa Clara, CA, USA) followed by quantification using the fluorometric system Qubit (Thermo Fisher Scientific, Waltham, MA, USA) cDNA libraries were made using TruSeq Stranded mRNA Library Prep and sequenced on NovaSeq 6000 (all Ilumina, Inc., San Diego, CA, USA) producing paired-end 100 bp reads.

### RNA-seq data processing

Quality control of FastaQ files was performed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects). Low-quality reads (Phred quality score < 30) and reads too short (length < 30 pb) were removed using Fastp^36^. The alignment to the genome (10 mm mouse reference genome) was achieved using HISAT2^37^. The expression quantification of genes was carried out using FeatureCounts^38^. Only uniquely mapped reads were used for the analysis of differential gene expression quantification with DESeq2^39^. Raw p-values were adjusted by the Benjamini–Hochberg false discovery rate (FDR) method and the adjusted p-values less than 0.05 were considered statistically significant.

Volcano-plots, PCA analysis, and heatmaps were generated using R and the following packages: “DESeq2”^39^ and “pheatmap” (https://CRAN.R-project.org/package=pheatmap).

### Over representation analysis (ORA)

ORA analysis compares a set of interesting genes or proteins (test set) to a background distribution (reference set) concerning a certain biological category (e.g. a metabolic pathway). The distribution of test set genes that were contained in the considered biological category were compared to the genes of the reference set having this property. If more genes in the test set belonged to the considered biological category than expected, this category was enriched or over-represented, otherwise the category was depleted or under-represented in the test set. The ORA was performed using the clusterProfiler package (v3.16.1) in R. As input, it receives all (both up and down regulated) DEGs from DESeq2, obtained using the cut-off criteria for statistical significance p-adjusted value < 0.05.

### Gene set enrichment analysis (GSEA)

Gene set enrichment analysis (GSEA) is a genome-wide expression profile chip data analysis method for identifying functional enrichment through a comparison of genes and predefined gene sets (39). The GSEA was performed using the clusterProfiler package (v3.16.1) in R. As input, it receives all ranked genes by fold-change from DESeq2 analysis. The significance of enriched gene sets was estimated by false discovery rate (FDR) q-value < 0.05.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism version 8.0.1. Two groups were compared with a single time point using Student's t test. Body weights between genotypes, at multiple time points, were compared using repeated measures/mixed models two-way ANOVA and multiple testing Bonferroni correction. Two groups were compared at multiple time points using 2-way ANOVA with Šídák's multiple comparisons post hoc test. Three or more groups were compared at a single time point using ordinary one-way ANOVA with Dunnett's post hoc test. See figure legends for sample size -n numbers; n numbers refer to biological samples (i.e., number of animals used in animal experiments). Statistical details of each experiment can be found in the figure legends. Significance is indicated with the following points: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. BioRender.com was used to create original diagrams/figures.

### Supplementary Information

Supplementary Information.

## Data Availability

Raw and processed RNA-sequencing data in this study were deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) with the following accession number: GSE248515 (for the iWAT data), and GSE184484 (for the spinal cord).

# Supplementary material for: Leptin haploinsufficiency exerts sex-dependent partial protection in SOD1G93A mice by reducing inflammatory pathways in the adipose tissue
**Source:** Sci Rep. 2024 Feb 1;14:2671. doi: 10.1038/s41598-024-52439-z
**Supplement:** Supplementary file 1 — Supplementary Information.

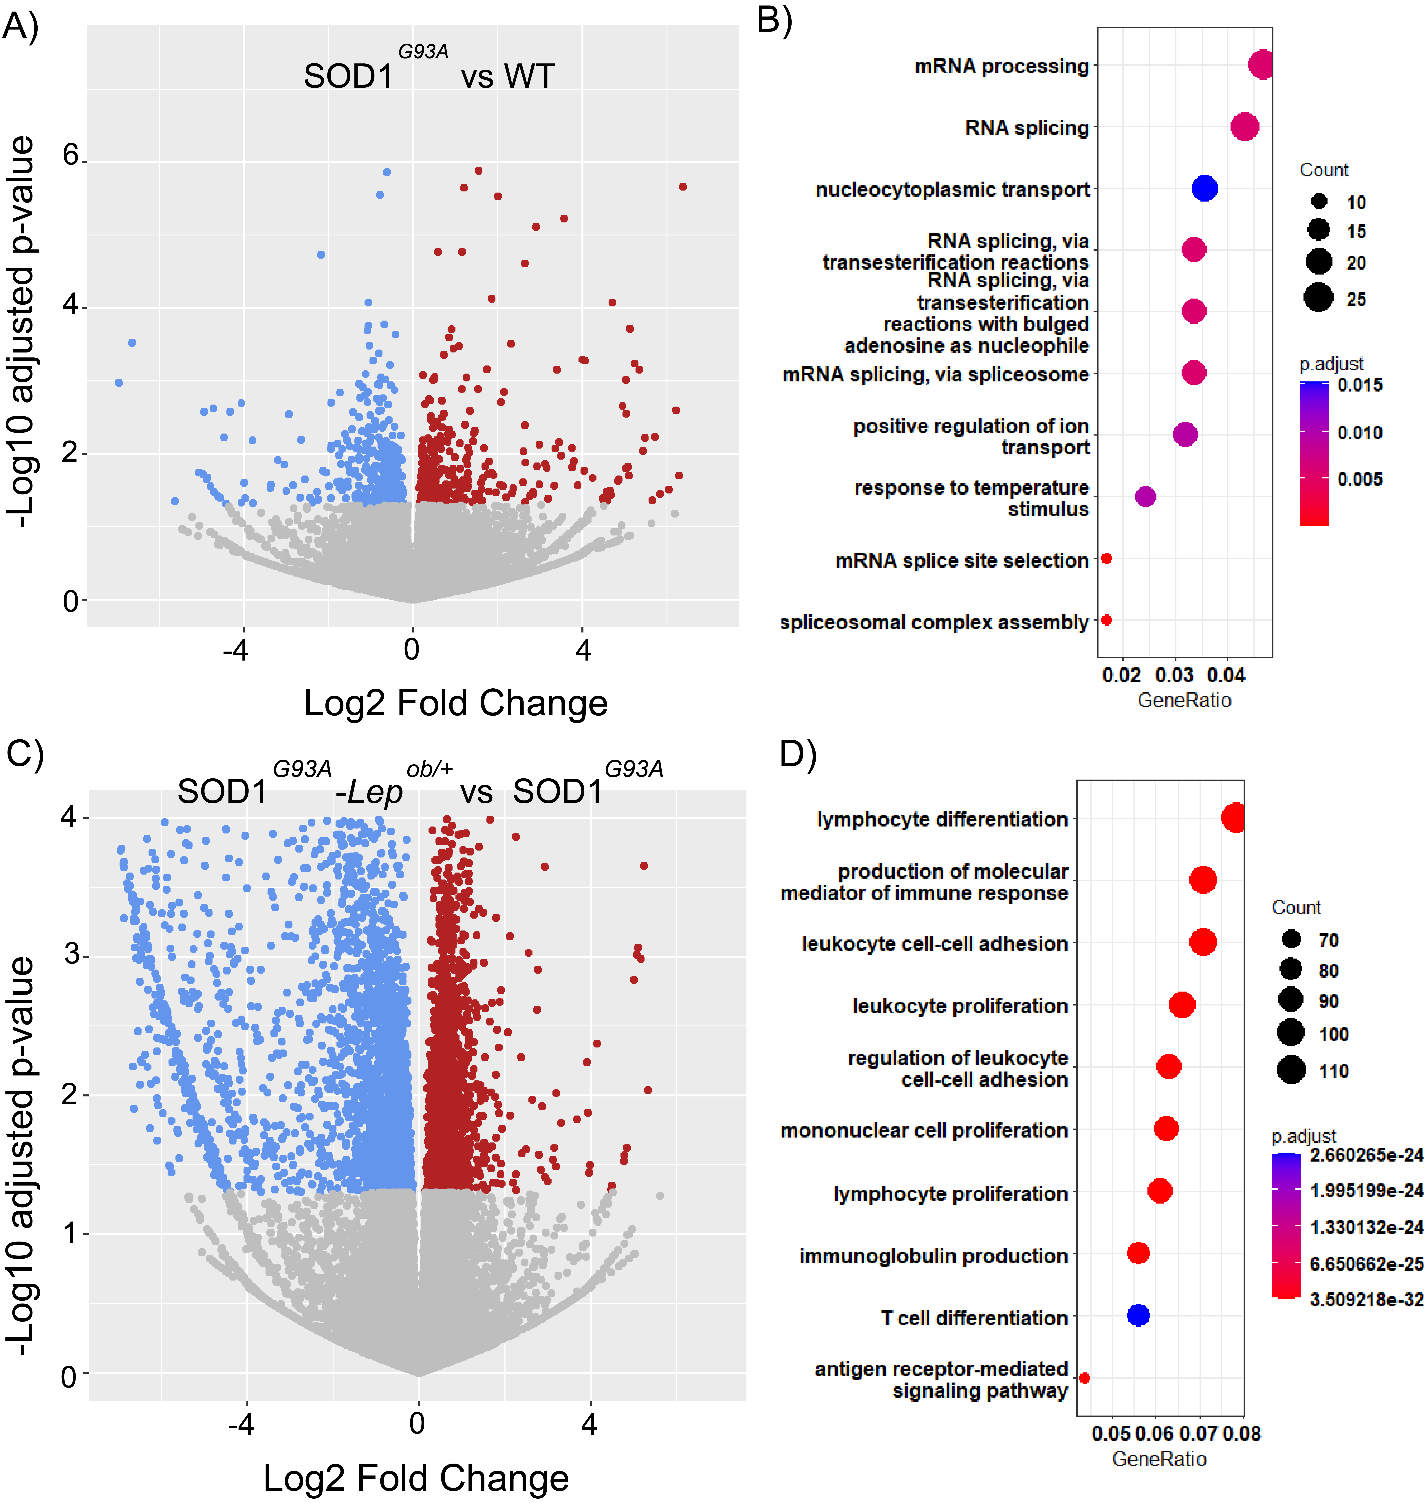

**Supplementary Figure 1**. Transcriptomic profile in the iWAT of SOD1^G93A^ and leptin deficient mice. Volcano plots showing the DEGs identified by p value < 0.05 in the iWAT of 90 days old female mice, comparing; **A.** SOD1^G93A^ vs WT, **and C.** SOD1^G93A^-Lep^ob/+^ versus SOD1^G93A^. Dots in blue denote genes that are downregulated and in red genes that are upregulated. Gray dots denote genes that are not significantly changed with the threshold of p value < 0.05. **B,D.** Dot plots showing deregulated pathways identified by ORA using DEGs with p value <0.05. The size of the dots was proportional to the number of the genes implicated in the pathway and the color of the dots represented the significance related to the value of the FDR.

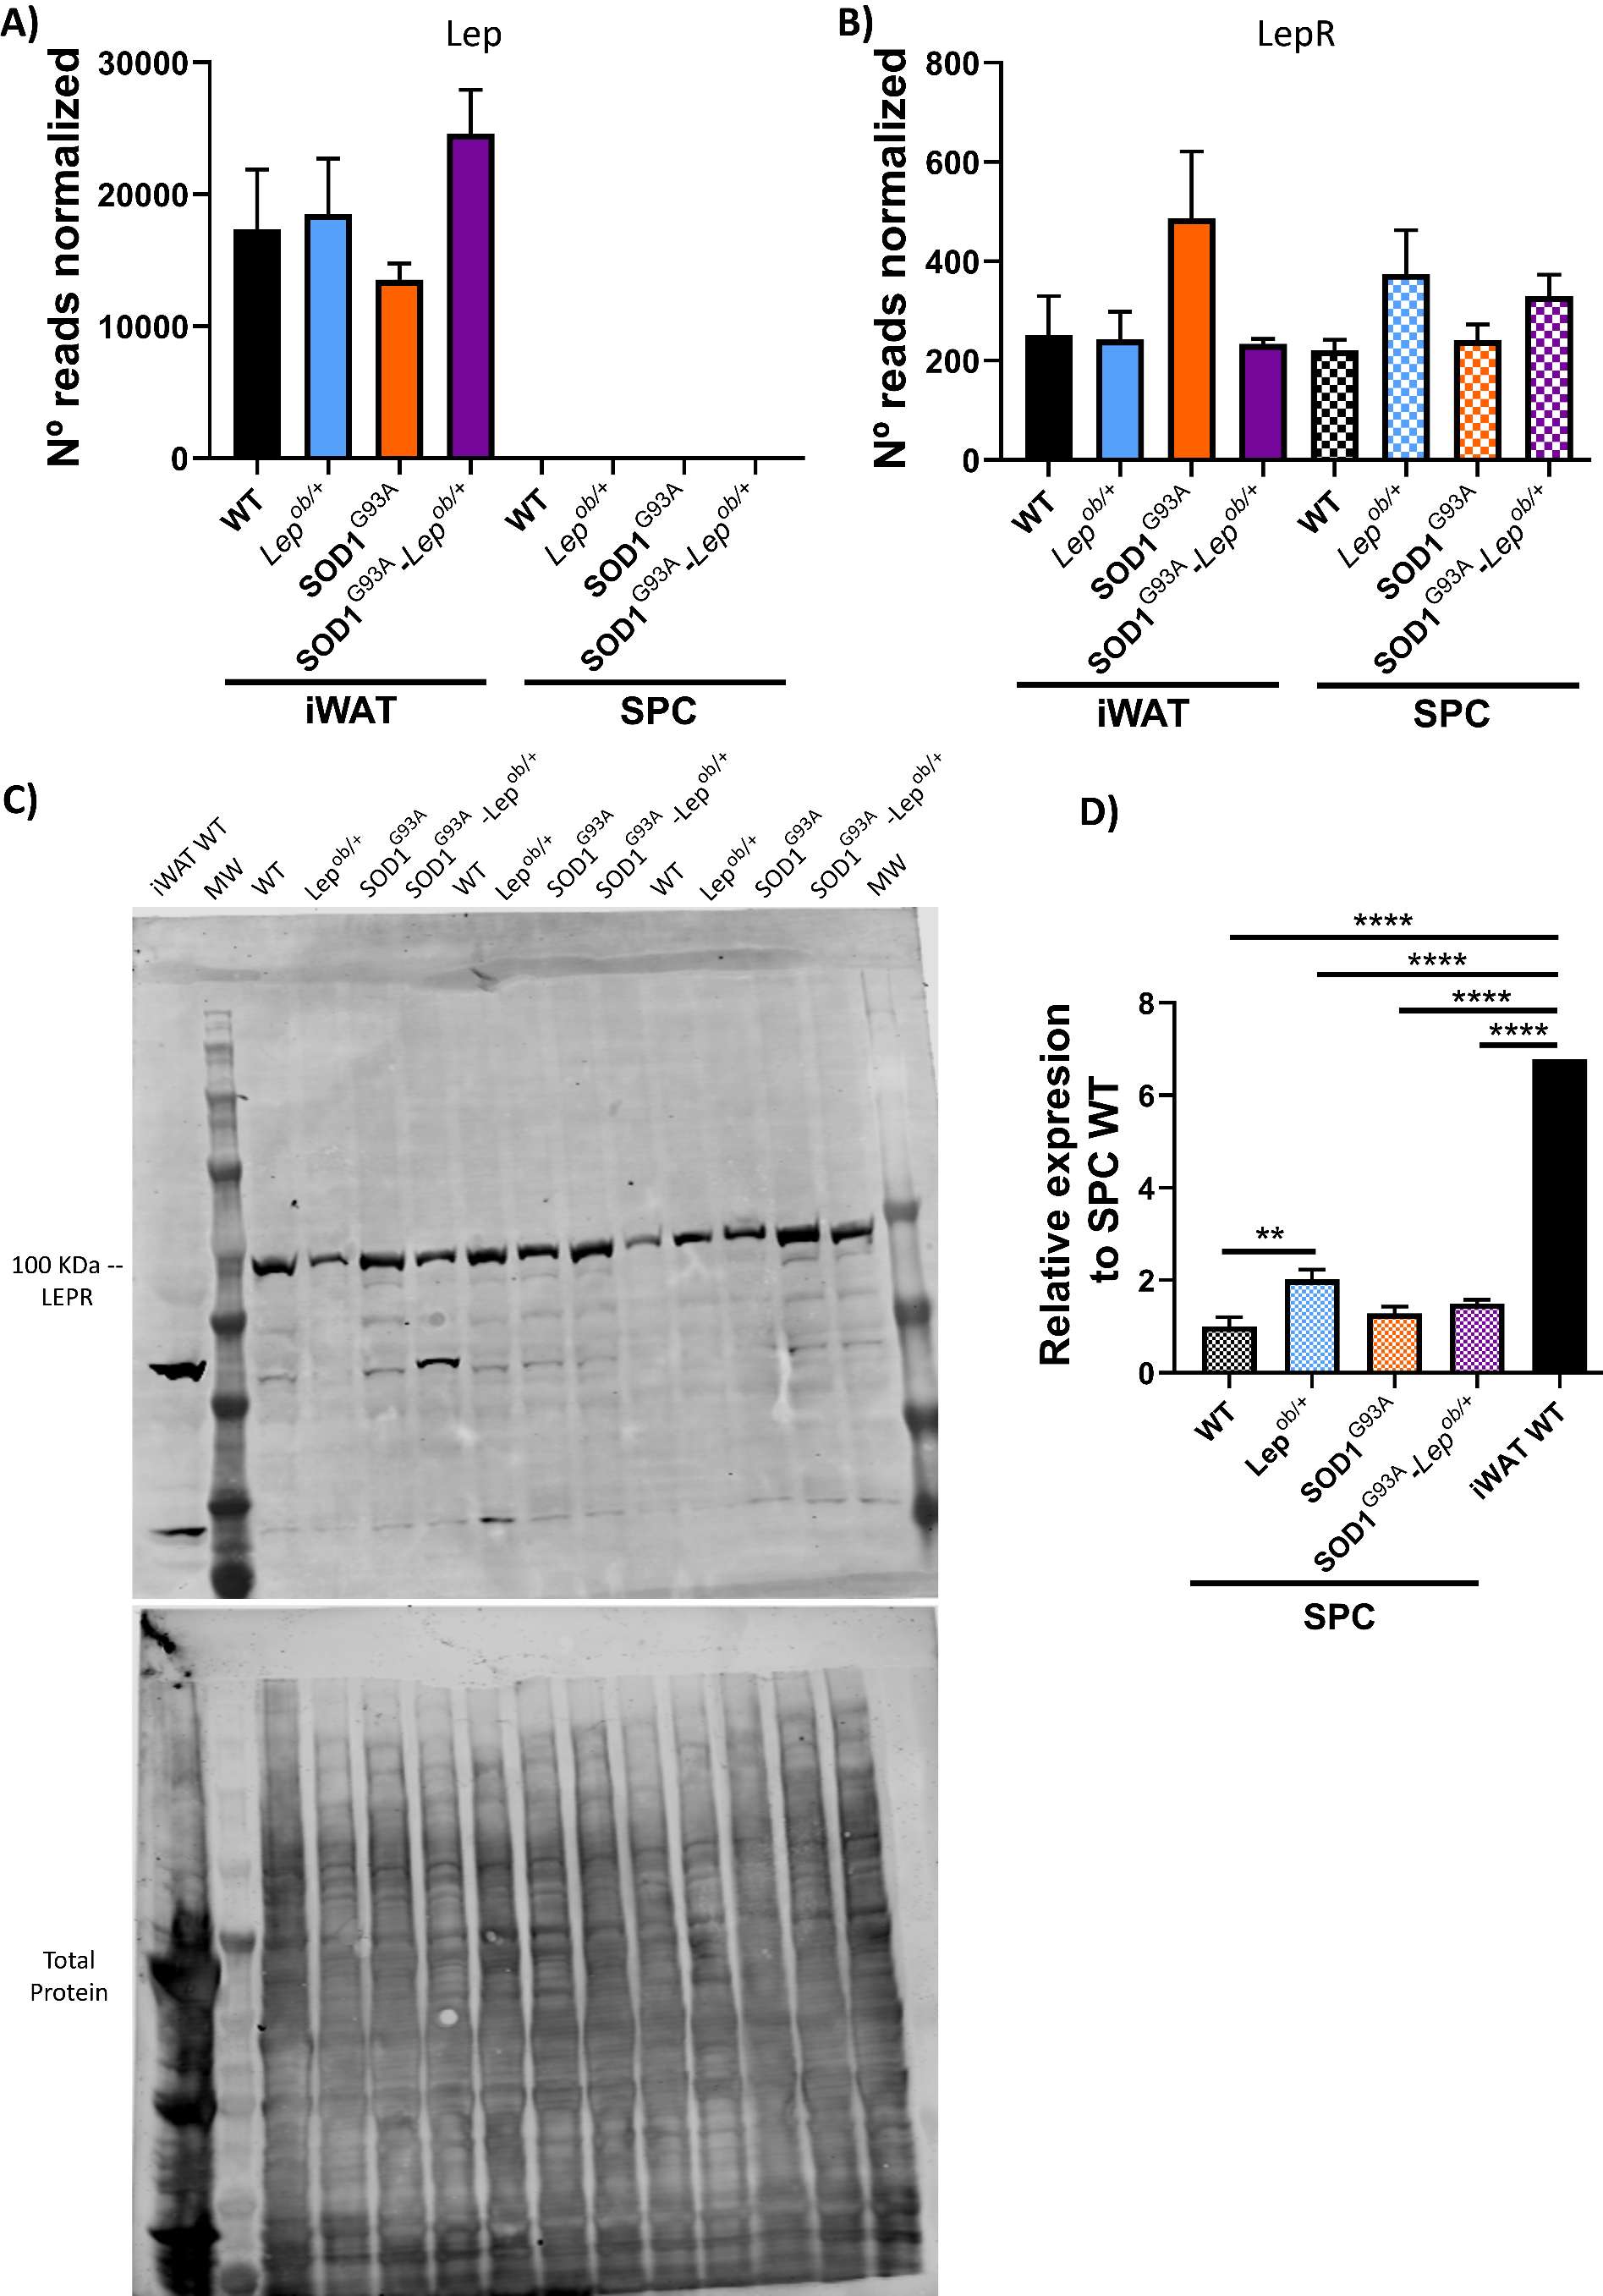

**Supplementary Figure 2**. Analysis of leptin (*Lep*) and leptin receptor (*LepR*) expression in iWAT and spinal cord of female mice. **A.** Normalized number of counts identified by the RNA-seq of *Lep* gene in iWAT and spinal cord.  **B.** Normalized number of counts identified by the RNA-seq of *LepR* gene in iWAT and spinal cord. (n= 5 per genotype group). **C, D.** Western blot of Leptin receptor protein expression in the spinal cord of female p90 mice (n = 3 per genotype).

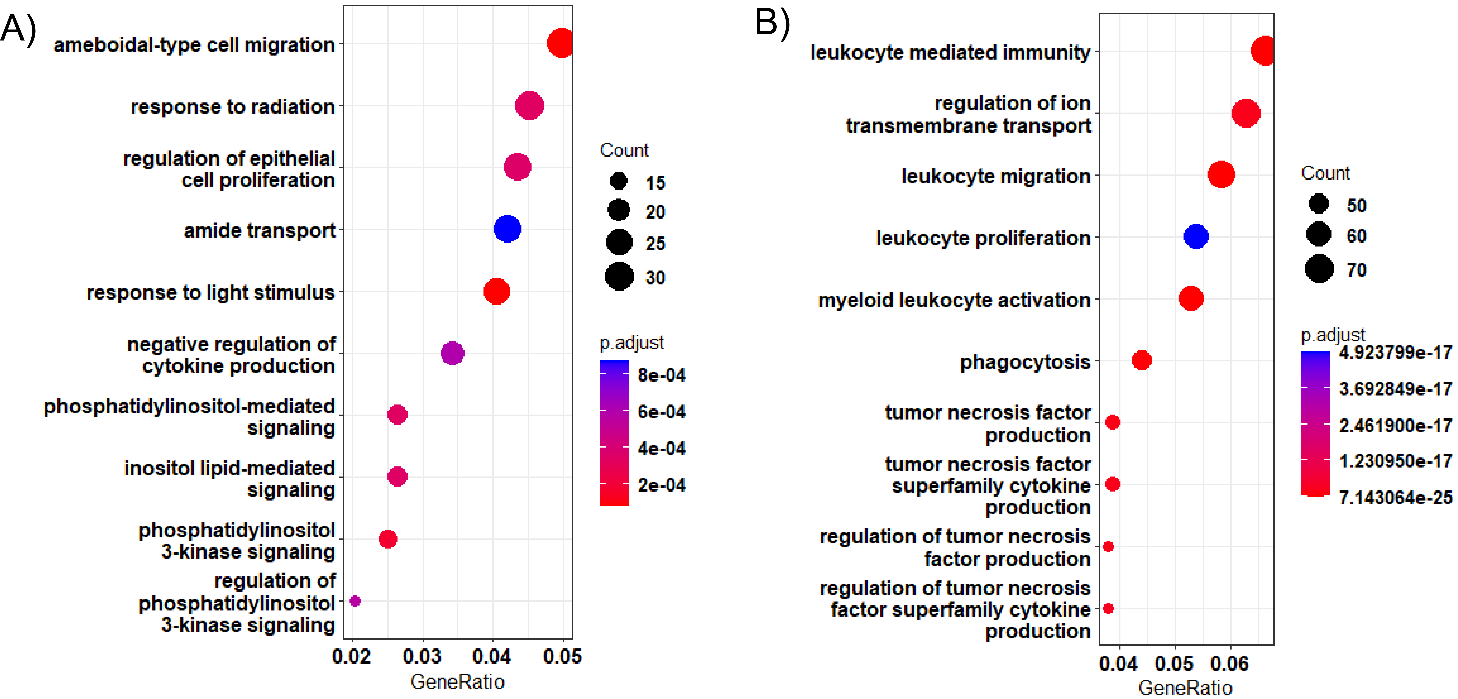

**Supplementary Figure 3**. Enriched biological pathways analysis in the SPC of SOD1^G93A^ and leptin deficient mice. **A and B**. Dot plots showing deregulated pathways identified by ORA using DEGs with p value <0.05. The size of the dots dwas proportional to the number of the genes implicated in the pathway and the color of the dots represented the significance related to the value of the FDR.

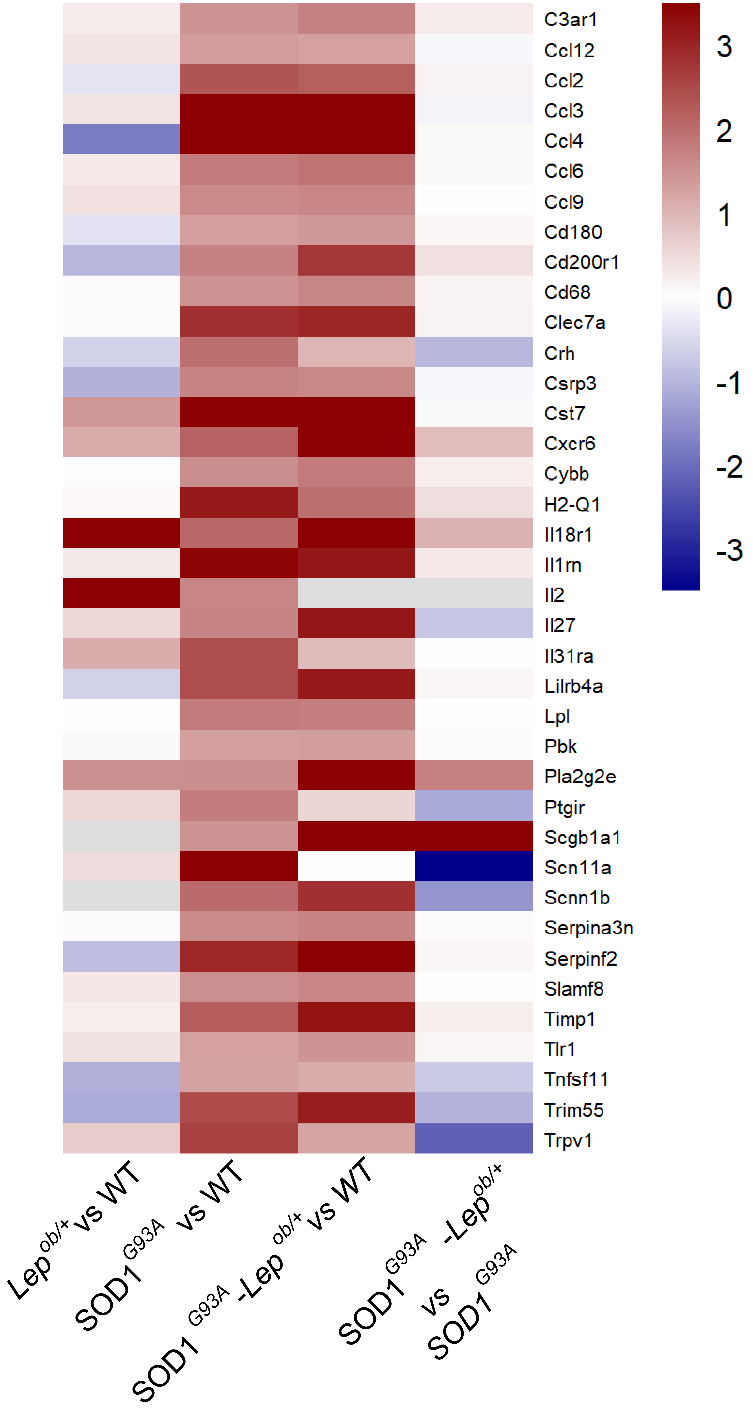

**Supplementary Figure 4.** Analysis of alterations in the expression of inmune pathwahys in the SPC. Hierarchical clustering heatmap for top deregulated genes involved in immune response in SPC. Columns represent the comparison between the different groups of interest (L*ep^ob/+^*vs WT; SOD1^G93A^ vs WT ; and SOD1^G93A^*-Lep^ob/+^* vs SOD1^G93A^), and rows represent each gene found differentially expressed related to the immune response. Red color represents overexpression and dark blue downregulation of genes related to immune response in the SPC.

**Supplementary Table 1.** Patient demographics data.

|  |  | **Control** | **ALS** |
| --- | --- | --- | --- |
| Total number (*n=35*) | | 16 | 19 |
| Male: Female | | 9: 7 | 9: 10 |
| Mean Age | | 61.2 | 60.5 |
| BMI (Male: Female) | <18.5 (underweight) | 1: 0 | - |
|  | 18.5- 25 (normal) | 2: 5 | 4: 4 |
|  | ≥25 (overweight) | - | 3: 0 |
|  | ≥30 (obese) | 3: 0 | - |

How the deposited data were processed for this re-analysis (not part of the article)

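Gene expression in iWAT was measured by RNA sequencing in 16 libraries, 4 for each of WT, Lepob/+, SOD1G93A and SOD1G93A-Lepob/+, from mice labelled as females aged 90 days. The authors extracted RNA with Qiazol and a lipid tissue kit and prepared libraries of mRNA, which were read as pairs of 100 bp. They removed reads under a Phred score of 30 or shorter than 30 bases with fastp, aligned the rest to mm10 (GRCm38) with HISAT2 and counted uniquely mapped reads per gene with featureCounts. The deposited values are raw counts of the authors, with 54752 Ensembl gene IDs and no normalization, and 54723 of these IDs were paired with a symbol. The paper's text does not name the strand setting or the annotation release. Coordinates are those of GRCm38 for the same Ensembl IDs.

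Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the genotypes as groups (min.count 10, min.total.count 15), which left 19736. Libraries were scaled by TMM, dispersions were estimated across the 16 libraries, and a robust quasi-likelihood F test was made for each pair of genotypes of interest and for the interaction of both mutations. P-values were adjusted by Benjamini-Hochberg within each comparison, at a threshold of 0.05, and the count at an unadjusted p under 0.05 was kept since the paper gives it too. Values on the log2 scale used a prior count of 1. At 36.8 to 61.9 M counts per library (M for mega), the spread between mice was larger than the counting error for the genes named, apart from those near 0 counts. For a group with no counts, the limit is 3 counts over the group, which covers counting error only.

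The genes named are every gene the paper names for iWAT, up to 4 members of each list with the smallest p in the comparison described, and the 10 highest and 10 lowest changes past the threshold in each comparison, of which there were none. Genes named because another tool or 1 left-out library called them, and Acta1, Glycam1 and Fbxo34, were chosen after their values were seen. Of 33 lists with 553 genes, those described in the comparisons cover T cells, B cells, lymph node stroma and high endothelial venules, and macrophages. They also cover inflammatory cytokines, skeletal muscle, RNA splicing factors, mature adipocytes, red blood cells, and the glucocorticoid and fasting response. The T cell activation genes the paper names form the last list described, chosen by the study on these samples. Other lists, such as those of plasma cells, dendritic cells and thermogenic adipocytes, are given only for single libraries or as a check. Lists were tested with camera of limma 3.58.1, two-sided and against the genes outside the list. The mean log2 CPM of each list was compared by a two-sided exact permutation test of 4 libraries against 4, which has a smallest p of 0.0286. The gene sets of the paper's ORA and GSEA were not analysed here.

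Alternatives were DESeq2 size factors in edgeR, TMM from genes outside the lymphoid lists, no filter (at least 1 count), a stricter filter (1 CPM in 4 libraries), the replicate number as a block, edgeR on the compared genotypes only, limma's voom with quality weights, DESeq2 1.42.0 on all libraries or on the compared genotypes only, camera with the estimated correlation, fry, fgsea 1.28.0 on genes ranked by log2 fold change, and leaving out each library in turn. A covariate for lymph node content and a fit without Lepob/+ replicate 4 and the library labelled SOD1G93A-Lepob/+ replicate 3 were chosen after seeing the data. The replicate numbers were treated as labels that do not pair the mice. Of 24 pairs of libraries with the same number, 5 had a correlation of residuals over 0.1 and 8 below -0.1. These correlations cannot exclude a pairing, since lymph node and muscle transcripts also differ between libraries. No library was left out of the values reported.

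The procedure was tested on simulated counts, drawn from the mean of each of 19736 genes and the depth of each library, in the comparison of SOD1G93A-Lepob/+ with SOD1G93A. Genes were drawn independently, so the simulation holds no tissue that differs between samples. With the spread that follows the mean, edgeR recovered 4 of 67 genes changed by a log2 fold of 1, 53 of 67 changed by 2 and 66 of 66 changed by 3, with 6 false calls, and DESeq2 recovered 9, 59 and 65, with 33 false calls. With each gene's own spread, edgeR recovered 17, 54 and 62 with 4 false calls and DESeq2 25, 58 and 66 with 78 false calls. Here edgeR was fitted on all libraries and DESeq2 on those of the compared genotypes. Recovery required the right direction for edgeR only, so these numbers do not compare the tools alone. In simulated lists, camera called the T cell list shifted by -2 and 0 of 31 unchanged lists.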

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

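The tests of the genotype, of the lymph node covariate, of total counts, of muscle in the medians of the genotypes, of the sex of 1 library, of the interaction, and of other divisions of the samples at an unadjusted p or with DESeq2 were chosen only after the results were seen.

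Lymphocyte genes were far lower in SOD1G93A-Lepob/+ than in SOD1G93A, but 6 libraries of 3 genotypes were high and 10 were low. Fewer counts in SOD1G93A-Lepob/+ are argued against (median total 0.98 of that of SOD1G93A), while the median log2 fold change of all tested genes, 0, is set by the scaling and does not decide on depth. A general loss of immune cells and inflammation that takes macrophages along is argued against by the macrophage median of 0.52, but not a loss of part of the immune cells, since the lists of plasma cells (median -5.38), NK and cytotoxic cells (-1.65) and dendritic cells (-0.75) were lower too, with 4, 6 and 6 genes called lower by DESeq2 on the compared genotypes. Inguinal lymph node tissue in some samples and not in others may account for the pattern, since the median of the stroma and venule list was 0.79 of that of the T cell list. A change of lymphocytes with the Lepob/+ genotype on the SOD1G93A background stays open and cannot be told apart with 4 libraries against 4 (exact permutation test, two-sided, p = 0.114), nor by the T cell median of -0.52 with lymph node content as a covariate, since the means of both lists had a Pearson correlation of 0.991 over the 16 libraries and any cause that moves both would shrink it.

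Skeletal muscle genes were at 12.57 mean log2 CPM in Lepob/+ replicate 4 (others -1.326 to -0.594), 7.156 in WT replicate 3 (-1.581 to -0.473), 3.091 in SOD1G93A-Lepob/+ replicate 1 (-1.125 to -0.854), and 3.006 and 3.52 in SOD1G93A replicates 2 and 4 (-1.36 and -0.592 in the others). The mean CPM of the list differed 4180-fold between the highest and lowest library of Lepob/+, so skeletal muscle tissue in some samples is a candidate explanation. Its abundant transcripts came together, with Acta1 at 44650 CPM, Myl1 and Eno3 in the first of these libraries. A change of muscle genes with the Lepob/+ genotype as the cause is argued against, since the medians of the 4 Lepob/+ and the 4 WT libraries differed by -0.03.

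The library labelled SOD1G93A-Lepob/+ replicate 3 had 1756 counts of 4 Y chromosome genes, where the other libraries had 0, and 0 CPM of Xist (456.6 to 521.4 CPM in the other 3 of its genotype). A mixture of male and female RNA is argued against, since Xist was at most 0.0252% of the lowest other library. RNA of a male mouse in place of a female one may account for it, with 0 Xist counts. Whether this mouse also had another genotype than its label was not tested. Its lymph node list was at -2.069 mean log2 CPM (others -0.924 to -0.797), its vascular endothelium list at 7.177 (6.569 to 6.609) and its Lep level at 1843 CPM (548.9 to 691.1).

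Other libraries far from the rest of their genotype were the following. Lepob/+ replicate 3 was at 5.755 mean log2 CPM for T cells (others -0.672 to 0.088), 6.93 for B cells (-0.233 to 0.654), 4.133 for lymph node stroma and high endothelial venules (-1.391 to -1.1), 2.684 for NK and cytotoxic cells (-0.008 to 0.422) and 4.853 for the T cell activation genes the paper names (-1.983 to -1.181), while SOD1G93A replicate 3 was at -0.398 for T cells (5.42 to 6.161), 0.021 for B cells (6.196 to 7.252), -1.649 for lymph node stroma (3.762 to 4.458) and -1.931 for the T cell activation genes (4.135 to 4.96). WT replicate 3 was at 0.507 mean log2 CPM for neutrophils and mast cells (others 1.677 to 1.885). WT replicate 4 was at 5.363 for immediate early genes (4.71 to 4.772). Lepob/+ replicate 4 was at 7.166 for the glucocorticoid and fasting response (5.957 to 6.117). SOD1G93A replicate 3 was at 10.68 for mature adipocytes (9.571 to 9.757), 992.9 CPM for Lep (242.5 to 360.3), 61.9 M total counts (M for mega) (40.4 to 43.9) and a TMM factor of 0.9363 (1.069 to 1.074). SOD1G93A replicate 2 was at 10.5 for mitochondrially encoded genes (11.09 to 11.2), and SOD1G93A replicate 4 at 74.98 CPM for Aqp5 (10.86 to 15.35). SOD1G93A-Lepob/+ replicate 2 was at 4.579 for cholesterol synthesis (5.146 to 5.183), and SOD1G93A-Lepob/+ replicate 1 at 34.67 CPM for Itgav (3.106 to 4.722). Chance flags about 1 in 20 groups. Of 168 groups of 4 libraries looked at, 27 had a library far from the rest, where chance would give about 8.

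Other divisions of the same libraries were compared with the real one. For the genes called by edgeR the real value was 0 in all 6 comparisons, so every division was as large (35 of 35 for each pair of genotypes and 60 of 60 drawn for the interaction), which decides nothing about chance. The highest other count was 779 for Lepob/+ against WT, with WT 1, WT 3, Lepob/+ 3 and Lepob/+ 4 on 1 side, 0 for SOD1G93A-Lepob/+ against SOD1G93A, and 1 for the others. At an unadjusted p under 0.05 chance cannot be excluded: 3261 genes against a highest other of 4363 for SOD1G93A-Lepob/+ against SOD1G93A (5 of 35 divisions as large), 505 against 4538 for SOD1G93A against WT (12 of 35) and 862 against 5653 for Lepob/+ against WT (31 of 35). The same holds for DESeq2 on the compared genotypes, with 1771 against 3728 (5 of 35), 14 against 3412 (20 of 35) and 5 against 2741 (25 of 35). Divisions that call several times the real count, as for SOD1G93A against WT and Lepob/+ against WT, point to a structure of the samples. For SOD1G93A-Lepob/+ against SOD1G93A the highest other counts were nearer to the real ones, but these counts also followed a structure of the samples. The only divisions as large as the real one kept SOD1G93A replicates 1, 2 and 4 together. They gave 2098 to 3728 genes with DESeq2 and 3362 to 4363 with edgeR at an unadjusted p. Divisions that parted these replicates gave at most 90 and 702. The divisions with the highest counts placed SOD1G93A replicates 1, 2 and 4 with SOD1G93A-Lepob/+ replicate 2, or with WT replicate 1, for the first 2 comparisons. For the last they placed WT replicates 1 and 2 with Lepob/+ replicates 3 and 4.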

How the results depend on the processing

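The lymph node covariate and the fit without both libraries in doubt were chosen only after the results were seen. Of the values that answer a comparison, 327 stayed on the same side with the same direction, 42 lost their call, 37 counts moved by over 1.5 times, 18 reversed and 1 gained a call. Of the values of single genes and other lists these were 1182, 51 and 34 for the same, weaker and reversed, and 101 gained a call. Counts of called genes moved with the tool and with the libraries in the fit, which also change the genes tested and the scaling. Depth was not the limit for the lymphoid or muscle genes, and 4 libraries per genotype allow no exact permutation p under 0.0286. Unless the construction of the setting shows it, the cause was not tested.

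With DESeq2 on all libraries the genes called were 1 for Lepob/+ against WT, 3 for SOD1G93A against WT, 562 for SOD1G93A-Lepob/+ against SOD1G93A, 44 for it against WT, 70 against Lepob/+ and 51 for the interaction. With DESeq2 on the compared genotypes they were 5, 14, 1771 (5051 at an unadjusted p), 350 and 35 for the pairs in the same order. With edgeR on the compared genotypes, 2 genes were called for SOD1G93A-Lepob/+ against SOD1G93A and 2 against WT. With voom and quality weights, 6254 were called for SOD1G93A-Lepob/+ against SOD1G93A (8752 at an unadjusted p), 2 against WT and 2 against Lepob/+, and 1785 at an unadjusted p for SOD1G93A against WT. Under voom the log2 fold change of Lepob/+ against WT became -0.27 for Lepr, 0.05 for Sod1 and -0.3 for Eno3, and Lep in SOD1G93A-Lepob/+ against SOD1G93A reached 1.19.

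With camera's estimated correlation the adjusted p for Lepob/+ against WT was 0.778 for T cells, 0.791 for B cells and 0.838 for muscle, for SOD1G93A against WT 0.911 for T cells, B cells and splicing factors, and for SOD1G93A-Lepob/+ against SOD1G93A 0.576 for T cells, B cells and the T cell activation genes. Fry, which tests a list against no change and not against the other genes, gave 0.904, 0.925 and 0.213 in the same order, and cytokines in SOD1G93A against WT turned to 0.925. With fgsea B cells in Lepob/+ against WT turned to 0.722 and splicing factors in SOD1G93A against WT were at 0.052. Without a filter 777 genes had an unadjusted p for SOD1G93A against WT, muscle was at 0.05 and cytokines in SOD1G93A-Lepob/+ against SOD1G93A turned to 0.925. With the stricter filter cytokines in SOD1G93A against WT turned to 1. With the replicate number as a block muscle was at 0.0626.

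With the lymph node covariate 1 gene was called for SOD1G93A against WT, and 817 had an unadjusted p for SOD1G93A-Lepob/+ against SOD1G93A. SOD1G93A against WT turned for T cells (0.00949), B cells (0.904) and T cell activation genes (0.142), as did T cells in the interaction (0.998) and cytokines in SOD1G93A-Lepob/+ against SOD1G93A (0.761). The lymph node stroma list also turned in SOD1G93A against WT (0.904) and Lepob/+ against WT (0.917), which its own mean as the covariate fixes. B cells (0.139) and muscle (0.212) in Lepob/+ against WT lost their call. The log2 fold change turned for Lep in Lepob/+ against WT (-0.14), and in SOD1G93A-Lepob/+ against SOD1G93A for Lep (-0.15), Sod1 (-0.03), Ccr9 (0.38), H2-M2 (1.2), Itgax (0.06) and Tnf (0.17), and for Ccl19 (0.15) and Ccl21a (0.46), members of that list. Without both libraries in doubt 2 genes were called for SOD1G93A-Lepob/+ against each of SOD1G93A, WT and Lepob/+. In Lepob/+ against WT muscle then turned to 6.96e-05 (with WT replicate 3 in the fit), B cells were at 0.198, and Lep (-0.15), Mb (-1.06), Eno3 (-1.39), Myh2 (-2.02) and Myl1 (-1.52) turned, as did cytokines in SOD1G93A against WT (0.98).

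Leaving out 1 library gave 0 to 1 called genes for SOD1G93A against WT (1 without SOD1G93A replicate 4), 0 to 3 for SOD1G93A-Lepob/+ against SOD1G93A (3 without the library labelled SOD1G93A-Lepob/+ replicate 3), and 0 to 2 for it against WT, against Lepob/+ and for the interaction (2 without that library, and against Lepob/+ 1 without Lepob/+ replicate 4). At an unadjusted p it gave 217 to 1541 for SOD1G93A against WT and 1473 to 5635 for SOD1G93A-Lepob/+ against SOD1G93A. The adjusted p ran from 9.07e-13 to 0.0615 for T cells, 2.27e-09 to 0.229 for B cells and 4.67e-07 to 0.453 for muscle in Lepob/+ against WT, from 1.79e-08 to 0.635 for T cells, 1.04e-07 to 0.402 for B cells, 0.000157 to 0.79 for macrophages and 0.308 to 0.979 for cytokines in SOD1G93A against WT, and from 0.506 to 0.973 for cytokines in SOD1G93A-Lepob/+ against SOD1G93A. The log2 fold change in Lepob/+ against WT ran from -0.15 to 0.43 for Lep, -0.28 to 0.38 for Lepr, -1.06 to 7.27 for Mb, -1.39 to 6.15 for Eno3, -2.02 to 11.76 for Myh2 and -1.52 to 5.74 for Myl1, and that of Lep in SOD1G93A against WT from -0.53 to 0.45. The lowest values in Lepob/+ against WT were those without Lepob/+ replicate 4 for Lep and the muscle genes and without Lepob/+ replicate 3 for Lepr.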

Differences from the paper's values

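All alternatives named in this part were set before the data were examined. For Lepob/+ against WT the paper's count of genes at an FDR under 0.05 is 5, and edgeR gave 0. DESeq2 on the libraries of the compared genotypes gave 5, the same genes that the paper names with the same directions. DESeq2 on all libraries gave 1, Chrnd, which is none of these, and each of the other alternatives (DESeq2 size factors, TMM outside lymphoid genes, no filter, a stricter filter, the replicate block, edgeR on the compared genotypes, voom with quality weights, and leaving out each library) gave 0.

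For SOD1G93A against WT the paper's count is 14, with 11 higher and 3 lower, and edgeR gave 0 in both directions. DESeq2 on the compared genotypes gave 14, with 11 higher and 3 lower. DESeq2 on all libraries gave 3, with 1 higher and 2 lower, of which only the lower count is within 1.5 times of the paper's. These 3 genes, Chrnd, Gm21983 and Methig1, are none of the 14 from the compared genotypes. The other alternatives gave 0, and leaving out SOD1G93A replicate 4 gave 1.

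For SOD1G93A-Lepob/+ against SOD1G93A the paper's count is 1793, with 398 higher and 1394 lower, which do not add up to the paper's total. EdgeR gave 0 in both directions, and DESeq2 on the compared genotypes gave 1771, with 382 higher and 1389 lower. All other alternatives differed from the paper's counts: DESeq2 on all libraries gave 562 (55 higher and 507 lower), voom with quality weights 6254 (2486 higher and 3768 lower), edgeR on the compared genotypes 2, leaving out the library labelled SOD1G93A-Lepob/+ replicate 3 gave 3, and the rest gave 0. At an unadjusted p under 0.05 the paper's count is 5000 and edgeR's was 3261. The values within 1.5 times of the paper's were 5051 with DESeq2 on the compared genotypes, 3909 with DESeq2 on all libraries, 3842 without a filter, 3942 with edgeR on the compared genotypes and 5635 without SOD1G93A replicate 3. The size factors, the TMM outside lymphoid genes, the stricter filter, the replicate block, voom with quality weights (8752) and leaving out any other library did not come within that range.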

Other observations

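The lymph node covariate, the choice of which lists to describe, the genes singled out by 1 left-out library and the excess of odd counts came only after the results were seen. Red blood cell genes were lower in SOD1G93A than in WT, and higher in SOD1G93A-Lepob/+ than in SOD1G93A but not above WT as a list. The list lay at 7.06 mean log2 CPM in WT, 5.96 in SOD1G93A and 7.1 in SOD1G93A-Lepob/+. Within SOD1G93A it was at 5.394 and 5.467 in replicates 2 and 4, and at 6.646 and 6.342 in replicates 1 and 3. Hba-a1 (ENSMUSG00000069919, chromosome 11 of GRCm38 from 32283511 to 32284465), an alpha globin whose reads can be shared with its copy Hba-a2, was at 280.3 ± 60.3 CPM in WT, 225 ± 85.7 in Lepob/+, 135 ± 56.6 in SOD1G93A and 291 ± 78.1 in SOD1G93A-Lepob/+ (SD, n = 4 each). Alas2, the first enzyme of heme synthesis in red cells, was at 12.8 ± 4.90, 10.5 ± 3.68, 6.16 ± 2.51 and 12.8 ± 3.45 CPM. All 5 genes of the list were lower in SOD1G93A against WT (median log2 fold change -1.06) and higher in SOD1G93A-Lepob/+ against SOD1G93A (median 1.08). By edgeR 0 passed over all genes, all 5 had an unadjusted p under 0.05, and all 5 passed when adjusted over the list alone in each comparison, with DESeq2 on the compared genotypes calling 5 higher in the second and on all 16 libraries 0, and 0 in the first in either fit. Both comparisons share the same 4 SOD1G93A libraries, which alone favours opposite directions. Limma's camera gave adjusted p-values of 9.39e-10 and 2.55e-05, and 0.354 and 0.576 with the estimated correlation. The two-sided exact permutation test of the list's mean gave p = 0.0571 for each.

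Adipocyte genes were higher in SOD1G93A-Lepob/+ than in SOD1G93A iWAT, and splicing factor genes lower. Cidec, a protein of lipid droplets, was at 2349 ± 333 CPM against 1381 ± 585 CPM, and Plin4, a perilipin, at 3131 ± 453 CPM against 1884 ± 449 CPM (SD, n = 4 each). Their log2 fold changes were 0.77 (standard error 0.31) and 0.73 (standard error 0.30). Of 18 genes of mature adipocytes 17 were higher (median 0.48). By edgeR 0 passed over all genes or adjusted over the list alone, 2 had an unadjusted p under 0.05, and DESeq2 on the compared genotypes called 2. Camera gave an adjusted p of 1.12e-05, and 0.576 with the estimated correlation, and the two-sided exact permutation test gave p = 0.143. The list lay at 10.34 to 10.58 mean log2 CPM in SOD1G93A-Lepob/+, at 9.57 to 9.76 in SOD1G93A replicates 1, 2 and 4, which were high in lymphocyte genes, and at 10.68 in SOD1G93A replicate 3, which was low in them. With the lymph node covariate the median was 0.09 for adipocytes and -0.04 for splicing factors (adjusted p = 0.209 and 0.705 from camera). Of 45 splicing factor genes 40 were lower (median -0.24, adjusted p = 7.17e-06 from camera, and 0.576 with the estimated correlation), 13 of them at an unadjusted p under 0.05 from edgeR, with 1 higher at that threshold. None passed over all genes, 0 passed adjusted over the list alone, and DESeq2 on the compared genotypes called 3 lower and 1 higher. Rbmx was at 43.8 ± 3.58 CPM in SOD1G93A-Lepob/+ and Clk4 at 60.6 ± 4.26 CPM against 77.7 ± 5.60 CPM in SOD1G93A.

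In SOD1G93A-Lepob/+ against Lepob/+, a comparison the paper does not report, edgeR called 0 genes and 1626 had an unadjusted p under 0.05, 387 higher and 1239 lower (2477 without Lepob/+ replicate 1 and 1057 without SOD1G93A-Lepob/+ replicate 1). DESeq2 called 35 on the compared genotypes and 70 on all libraries, and voom with quality weights called 2. All 23 muscle genes were lower there, in a comparison that holds Lepob/+ replicate 4. Other divisions of the same libraries gave up to 3170 genes at an unadjusted p from edgeR, so chance cannot be excluded for the 1626.

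Fbxo34 (ENSMUSG00000037536, chromosome 14 of GRCm38 from 47450421 to 47531962), an F-box protein, was at 5.54 ± 3.65 CPM in SOD1G93A-Lepob/+ and at 19.8 ± 0.469 in WT, 18.5 ± 2.31 in Lepob/+ and 18.3 ± 2.33 in SOD1G93A (SD, n = 4 each). Its log2 fold change against SOD1G93A was -1.72 (standard error 0.33, adjusted p = 0.261 from edgeR). Without the library labelled SOD1G93A-Lepob/+ replicate 3 it was -2.26 (adjusted p = 0.00176 from edgeR), and that of Ptp4a1, a tyrosine phosphatase, was -2.65 (adjusted p = 0.00176 from edgeR). Wdr37 was also called without that library. Ptp4a1 has 2 gene IDs whose levels differed in opposite directions, from 54.9 to 20.6 CPM for ENSMUSG00000026064 and from 40.0 to 77.2 CPM for ENSMUSG00000117310, so its counts are uncertain.

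A share of lymphoid RNA that takes reads from all other genes alike was tested as a hypothesis for the genes higher in SOD1G93A-Lepob/+. With TMM factors from genes outside the lymphoid lists edgeR called 0 genes higher, as it did with all genes, so the test does not decide. Of the values from 3 to 20 counts in the file, 48206 were odd and 29441 even, which makes 62.1% odd. This share depends on the window, since the number of values fell from 14621 at 3 counts to 1618 at 20. Each odd count from 3 to 19 was still more frequent than the even count before it, for example 9281 values at 5 against 7491 at 4.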
